# Loss of *miR‐34* in *Drosophila* dysregulates protein translation and protein turnover in the aging brain

**DOI:** 10.1111/acel.13559

**Published:** 2022-02-15

**Authors:** Ananth R. Srinivasan, Tracy T. Tran, Nancy M. Bonini

**Keywords:** aging, autophagy, *miR‐34*, neurodegeneration, proteostasis, translation

## Abstract

Aging is a risk factor for neurodegenerative disease, but precise mechanisms that influence this relationship are still under investigation. Work in *Drosophila melanogaster* identified the microRNA *miR*‐*34* as a modifier of aging and neurodegeneration in the brain. *MiR*‐*34* mutants present aspects of early aging, including reduced lifespan, neurodegeneration, and a buildup of the repressive histone mark H3K27me3. To better understand how *miR*‐*34* regulated pathways contribute to age‐associated phenotypes in the brain, here we transcriptionally profiled the *miR*‐*34* mutant brain. This identified that genes associated with translation are dysregulated in the *miR*‐*34* mutant. The brains of these animals show increased translation activity, accumulation of protein aggregation markers, and altered autophagy activity. To determine if altered H3K27me3 was responsible for this proteostasis dysregulation, we studied the effects of increased H3K27me3 by mutating the histone demethylase *Utx*. Reduced *Utx* activity enhanced neurodegeneration and mimicked the protein accumulation seen in *miR*‐*34* mutant brains. However, unlike the *miR*‐*34* mutant, *Utx* mutant brains did not show similar altered autophagy or translation activity, suggesting that additional *miR*‐*34*‐targeted pathways are involved. Transcriptional analysis of predicted *miR*‐*34* targets identified *Lst8*, a subunit of Tor Complex 1 (TORC1), as a potential target. We confirmed that *miR*‐*34* regulates the 3’ UTR of *Lst8* and identified several additional predicted *miR*‐*34* targets that may be critical for maintaining proteostasis and brain health. Together, these results present novel understanding of the brain and the role of the conserved miRNA *miR*‐*34* in impacting proteostasis in the brain with age.

## 1 INTRODUCTION

Brain aging is associated with susceptibility to neurological disease and is one of the most prominent risk factors for neurodegeneration. Studying the cellular processes that change with age provides valuable insight into how aging can increase the risk of neurodegeneration. For example, changes in protein regulation with age, such as protein misfolding or aggregation, can cause cellular toxicity and tissue degeneration. Likewise, changes in transcriptional regulation with age, such as chromatin remodeling or aberrant gene expression, can drive disease susceptibility. In studying the basic biology of aging, researchers have defined key effectors and pathways that modulate aging, brain health, and neurotoxicity.

MicroRNAs are small non‐coding RNAs that post‐transcriptionally regulate gene expression and represent a well‐established class of modifiers that influence brain health (Filipowicz et al., 2008). MicroRNAs have also been implicated in regulating aging and neurodegeneration (Bilen et al., 2006; Karres et al., 2007; Lee et al., 2008). Of note, the conserved microRNA *miR*‐*34* was discovered to be uniquely upregulated in the fly brain with age and is a modulator of lifespan and brain health (Liu et al., 2012). Loss of *miR*‐*34* leads to age‐associated neurodegenerative effects, such as brain tissue degeneration and a brain transcriptional profile reflective of that of an older animal (Liu et al., 2012). Conversely, upregulation of *miR*‐*34* is potently protective against degeneration and suppresses the formation of protein accumulations of the pathogenic polyglutamine protein (SCA3trQ78) of Spinocerebellar Ataxia type 3 (SCA3). Additional studies into the *miR*‐*34* pathway identified two novel targets, *Pcl* and *Su(z)12*, that regulate neurotoxicity. Mutations in either target mimic, in part, the protective effect of *miR*‐*34* upregulation against SCA3 toxicity (Kennerdell et al., 2018), defining a paradigm by which *miR*‐*34* promotes brain health.

Both Pcl and Su(z)12 are subunits of the Polycomb Repressive Complex 2 (PRC2) that places the tri‐methyl mark on Lysine 27 of Histone 3 (H3K27me3). H3K27me3 is a repressive histone mark that normally increases with age (Booth & Brunet, 2016). In *miR*‐*34* mutants, these PRC2 subunits are upregulated and animals have increased levels of H3K27me3 in the brain with age and a reduced lifespan (Kennerdell et al., 2018). Conversely, mutations in PRC2 subunits globally decrease H3K27me3 and extend lifespan of flies (Ma et al., 2018), suggesting that modulation of this histone mark regulates pathways implicated in aging.

As individual microRNAs regulate many targets, the range of cellular functions regulated by *miR*‐*34* is still unclear and additional pathways regulated by *miR*‐*34* may also play an important role in aging and brain degeneration. Therefore, we better characterized pathways altered in the aged *miR*‐*34* mutant brain compared to the normal aging brain. We identify a new role for *miR*‐*34* in regulating proteostasis in the fly brain. The previously identified *miR*‐*34*‐regulated H3K27me3 pathway modulates some, but not all, proteostasis impairments observed in the mutant. We suggest that *miR*‐*34* targets additional transcripts involved in brain proteostasis, and identify *Lst8*, a subunit of Tor Complex 1 (TORC1), as a target of *miR*‐*34*. These findings further our understanding of the role of *miR*‐*34* in maintaining brain health and provide new context for future studies on *miR*‐*34*, its targets, and its role in brain aging.

## 2 RESULTS

### 2.1 Transcriptomic analysis of *miR*‐*34* mutant brain highlights dysregulated proteostasis and translation

To better define *miR*‐*34* pathways that may impact health and brain aging, we examined gene expression changes in the brains of *miR*‐*34* mutant and control animals. Brains of young (3d) and older (20d) control and *miR*‐*34* mutant animals were dissected for polyA+RNA sequencing (Figure 1a). 

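In this experiment (set 1), polyA-selected RNA was sequenced from male brains, with 20 brains per replicate, in 4 groups of 3 biological replicates: 3d control, 3d miR-34 mutant, 20d control and 20d miR-34 mutant. The paper's methods give 26 °C for the crosses, and the sample labels give 25 °C. The authors aligned the reads to the fly genome with HISAT2, counted the reads on each gene with HTSeq and a FlyBase annotation, whose release as given in the methods differs from that of the genome, and deposited the counts without normalization. The paper's text does not name the strand setting of the counting, so the counts of genes with overlapping exons are uncertain. The total count per library ranged from 19102856 to 21665398 in 3d controls (median 20809685) and from 18266008 to 23109013 in 3d mutants (median 20090926). It ranged from 21006740 to 22197164 in 20d controls (median 21760896) and from 17932132 to 22521007 in 20d mutants (median 21580719). The mitochondrial ribosomal RNA mt:lrRNA took the largest share of counts, 8.13% ± 0.67 in 3d controls, 7.88% ± 0.23 in 3d mutants, 4.17% ± 0.60 in 20d controls and 3.46% ± 0.077 in 20d mutants (SD, n = 3). In every pair of replicates the counts differed by more than sampling noise, with a chi-square per degree of freedom from 5.70 to 55.1 over the 21 pairs of this and the later aging experiment, so each library was kept as its own replicate. Of 15114 genes with any count, the 9961 genes kept by edgeR's filterByExpr were tested in one fit of the 4 groups with TMM normalization and edgeR's quasi-likelihood test. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called significant. The biological coefficient of variation was 13.0%. In simulated counts with these means and library sizes, 185 of 200 genes given a 2-fold change were recovered (92.5%), and 7.04% of the genes called had not been changed. Every simulated gene was given the same spread, so these rates do not cover real genes that vary more.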

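The table of counts has no row for mir-34, so the microRNA itself was not measured. In the Ensembl release 115 annotation of genome build BDGP6.54, mir-34 lies on chromosome arm 3R from 10100936 to 10101034, inside an exon of the noncoding transcript lncRNA:CR43459 (FBgn0263413, 3R, 10093761 to 10101356, plus strand), which also contains mir-277. This transcript had 192, 190 and 182 counts in the 3 libraries labelled 3d control and 23664, 18864 and 17989 counts in those labelled 3d mutant. It had 435, 349 and 425 counts in the libraries labelled 20d control and 17575, 20781 and 15243 counts in those labelled 20d mutant. The log2 fold change was 6.79 at 3d (standard error 0.11, adjusted p = 3.3e-14) and 5.57 at 20d (standard error 0.10, adjusted p = 1.9e-13, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The host transcript therefore parted all libraries by their labelled genotype, with the higher counts under the mutant label, and did not show the loss of the microRNA. Directions between genotypes are given throughout for the libraries as labelled. A standard error given with a log2 fold change was derived as the size of that change divided by the square root of the test's F statistic.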

Principal component analysis (PCA) showed that *miR*‐*34* mutant brains presented unique transcriptional profiles at both 3d and 20d relative to each other and control brains (Figure 1b). These findings indicate that the loss of *miR*‐*34* leads to distinct transcriptional changes in the fly brain of both young and older animals.

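The components were computed from the 500 most variable genes on log2 CPM, the counts scaled to library size with the TMM factors (prior count 2). The first component held 40.3% of the variance and the second 27.7%. On the first component, the mean score was -33.4 ± 0.52 in 3d mutants, -7.03 ± 3.48 in 20d mutants, 15.0 ± 1.61 in 3d controls and 25.5 ± 2.34 in 20d controls (SD, n = 3). No library of one group fell within the range of another group on this component. On the second component, 20d mutants stood apart at 30.6 ± 2.35, 20d controls lay at -1.46 ± 5.19, and the means of 3d mutants (-13.8 ± 2.79) and 3d controls (-15.3 ± 5.60) differed by less than their spread. On this component, the distance between 3d mutants and 3d controls depended on the genes and the scale used, while on the first component their libraries did not overlap in any of the 3 settings. With all genes tested, where the components held 37.0% and 28.2% of the variance, the second component was -10.5 ± 2.19 in 3d mutants and -25.5 ± 4.34 in 3d controls (SD, n = 3), with no overlap between their libraries. With DESeq2's variance stabilizing transformation, where the components held 37.6% and 30.3%, it was -5.63 ± 1.38 and -9.79 ± 2.92, with overlapping libraries.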

**FIGURE 1:**
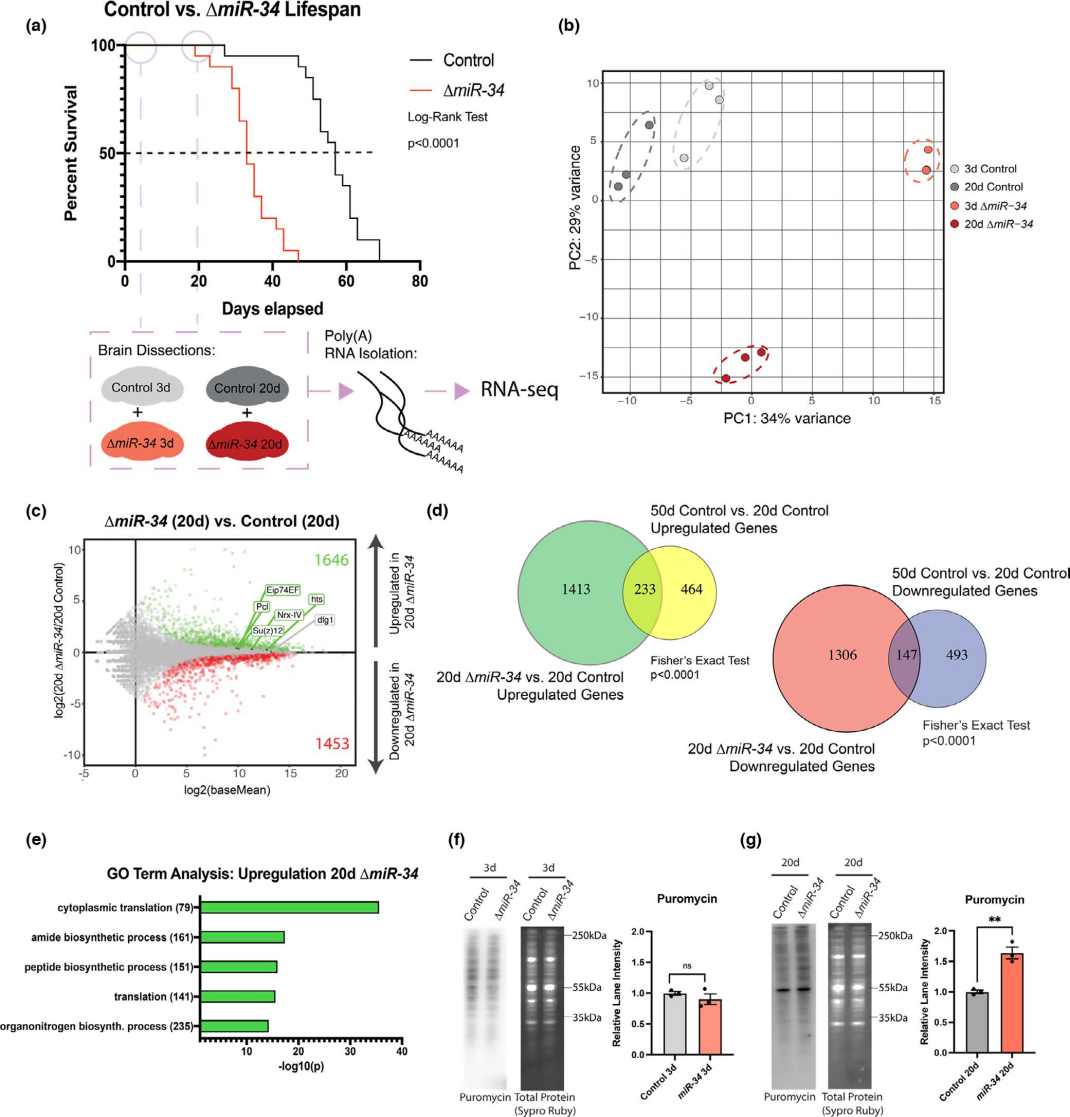
*miR*‐*34* mutants have increased translation activity in the brain with age. (a) Lifespan curve highlighting 3d and 20d RNA‐seq time points for control and *miR*‐*34* mutant animals (*n* = 120 flies/condition). (b) Principal component analysis of transcriptome time points for control and *miR*‐*34* mutant brains (3d, 20d). (c) MA plot showing differential gene expression for 20d *miR*‐*34* vs. control brains. Green dots represent genes upregulated in *miR*‐*34* mutant (*p*_adj _< 0.05). Red dots represent genes downregulated in the *miR*‐*34* mutant (*p*_adj _< 0.05). Six validated targets of *miR*‐*34* are highlighted. (d) Venn diagram showing significant overlap between genes that are significantly upregulated (left, 5.25‐fold over‐enriched) and significantly downregulated (right, 3.37‐fold over‐enriched) in 20d *miR*‐*34* vs. control brain and genes up or downregulation in 50d vs. 20d control brains. (e) Gene ontology (GO) term analysis for significantly upregulated genes (20d *miR*‐*34* vs. control) showing top 5 pathways. (f) Western immunoblots of puromycin‐labeled protein in control and *miR*‐*34* mutant brains (3d). No significant difference (n=3 biological replicates, mean ± SEM, Student's *t* test). (g) Western immunoblots of puromycin‐labeled proteins in control and *miR*‐*34* mutant brains (20d). *miR*‐*34* mutants have a higher level of puromycin‐labeled protein. (n=3 biological replicates, mean ± SEM, Student's *t* test). Significance: **p < 0.01

We identified differentially expressed genes between *miR*‐*34* mutant brains and age‐matched controls. Significant differentially expressed genes were defined using a Benjamini–Hochberg *p*_adj_<0.05 cutoff (Figure 1b, Figure S1a, File S1). 

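At 3d, 1640 genes were significantly upregulated and 1490 significantly downregulated in the mutant, 31.4% of the genes tested. At 20d, 1657 genes were significantly upregulated and 1537 significantly downregulated, 32.1% of the genes tested. The median size of the log2 fold change among these genes was 0.43 at 3d and 0.44 at 20d, and 1084 genes at 3d and 1155 at 20d changed by at least 1.5-fold. When only the 6 libraries of 20d were fitted, 1332 genes were upregulated and 1149 downregulated, the largest move among the alternatives that kept every library. Same-numbered 20d libraries deviated together from their group means, with a mean correlation of 0.181 across genes (0.0209 to 0.300 over the numbers), and genes are not independent replicates. With the replicate number as a block, 1712 genes were upregulated and 1586 downregulated at 20d, and 3082 genes were called with and without the block.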

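Among genes with a mean log2 CPM of at least 2, the largest rises in the 20d mutant brain were those of lncRNA:CR45054 and lncRNA:CR43459, at the mir-34 locus, and of prc. lncRNA:CR45054 (3R, 10083381 to 10090525) had 12875 to 15791 counts in 20d mutants and 264 to 310 in 20d controls. prc (3L, 11958872 to 11966131), whose exons overlap CG43294, had 567 to 633 counts in 20d mutants and 14 to 21 in 20d controls. The largest falls were those of the pseudogene CR40190, of CG16789 and of Lsp1alpha. CR40190 (2R, 1211067 to 1213666) had no count in any mutant library and 238 to 304 counts in 20d controls, at least 83.4-fold lower. CG16789 (3R, 9566195 to 9569189), whose exons overlap CG16790, had at most 1 count in 20d mutants and 192 to 354 counts in 20d controls, at least 74.9-fold lower. Lsp1alpha (X, 12490291 to 12492982), a member of a gene family whose reads the counting could have split, had at most 3 counts in 20d mutants and 643 to 1270 counts in 20d controls, at least 277.4-fold lower. These 3 genes were also the ones that fell most at 3d. The largest rises at 3d, beside lncRNA:CR45054, were those of Acp1 (2L, 7740562 to 7741537), with 235 to 607 counts in 3d mutants and 0 to 7 in 3d controls, and of CG7214 (2L, 7743682 to 7744839), with 709 to 1074 and 2 to 10.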

Six TargetscanFly database predicted targets (Agarwal et al., 2015; Agarwal, 2018) of *Drosophila miR*‐*34* have been validated to date (Kennerdell et al., 2018; Liu et al., 2012; McNeill et al., 2020; Xiong et al., 2016). 

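The targets highlighted in Figure 1c are Eip74EF, Pcl, Su(z)12, Nrx-IV, hts and dlg1. At 20d, Eip74EF (FBgn0000567, 3L, 17558672 to 17619325) had 57.2 ± 2.66 CPM in the mutant and 42.1 ± 2.47 in the control (SD, n = 3), with a log2 fold change of 0.44 (standard error 0.066, adjusted p = 0.000177, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the same test at 20d, the log2 fold change was 0.44 for Pcl (2R, 18135426 to 18139990, adjusted p = 0.00466), 0.38 for Su(z)12 (3L, 19918242 to 19923462, adjusted p = 0.000567) and 0.33 for Nrx-IV (3L, 12146519 to 12156990, adjusted p = 0.000383). It was 0.29 for hts (2R, 19397032 to 19424903, adjusted p = 0.00159), whose exons overlap the antisense RNA asRNA:CR43430, so its counts are uncertain. dlg1 (X, 11369665 to 11409776) had 456 ± 18.5 CPM in the 20d mutant and 426 ± 13.0 in the 20d control (SD, n = 3), a log2 fold change of 0.10 (standard error 0.063, adjusted p = 0.259 from the edgeR test), so the difference in means was larger than either SD but did not pass the threshold, and the ranges of the libraries overlapped. At 3d, the log2 fold changes of the 6 genes ran from 0.31 for dlg1 (adjusted p = 0.00221) to 0.69 for Eip74EF (adjusted p = 4.6e-06, edgeR with Benjamini-Hochberg adjustment), and each gene was higher in every mutant library than in every control library. Adjusted over these 6 genes alone, 6 were upregulated at 3d and 5 at 20d, the same numbers as over all genes tested. With one 3d library left out at a time, the highest adjusted p of Pcl at 3d was 0.0683 by the same edgeR test.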

Five of these targets were significantly upregulated at 20d in the *miR*‐*34* mutant brain, and all six were also significantly upregulated in the 3d brain (Figure 1c, Figure S1a), consistent with the loss of *miR*‐*34* in these brains.

These data indicated that the 20d aged *miR*‐*34* mutant brain had striking changes in gene expression relative to its age‐matched control at a time near the inflection point for *miR*‐*34* on its lifespan curve. 

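The fold change at 20d differed from that at 3d by more than the replicate error for 1850 genes, 826 with a higher and 1024 with a lower value at 20d (age by genotype interaction, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). In the same direction at both ages, 1295 genes were called. In opposite directions, 251 genes were called that also passed the interaction test, and 120 of these were higher in the mutant at 20d. Between 20d and 3d, 1124 genes were higher and 1327 lower in control brains, and 2275 were higher and 2311 lower in mutant brains. Same-numbered mutant libraries of 3d and 20d deviated together, with a mean correlation of 0.126 across genes (0.0719 to 0.206 over the numbers). With the replicate number as a block, chosen for this comparison after the data were seen, 2323 genes were higher and 2346 lower in mutant brains at 20d, and 4470 genes were called with and without the block.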

We were curious if the changes at this time point would be similar to changes seen near the mortality inflection point of control animals, such as in a 50d old brain. Thus, an additional RNA‐sequencing experiment was performed on control brains of 3d, 20d, and 50d. 

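In this experiment (set 2), male control brains were collected in 3 groups of 3 biological replicates, at 3d, 20d and 50d, and the counts were made and deposited in the same way as those of set 1. The total count per library ranged from 35153396 to 42405936 at 3d (median 35198635), from 31775928 to 43713430 at 20d (median 32470113) and from 30890607 to 36443360 at 50d (median 34962655). Set 2 was therefore sequenced more deeply than set 1. Of 15674 genes with any count, 10525 were kept and tested in one fit of the 3 groups, with no library of set 1 in it. The biological coefficient of variation was 12.9%. The simulated 2-fold changes were recovered for 92.5% of 200 genes in this set too, and 4.64% of the genes called had not been changed. The host transcript of mir-34, lncRNA:CR43459, had 222, 226 and 224 counts at 3d, 570, 468 and 682 at 20d and 650, 732 and 822 at 50d. On the first principal component, with 52.5% of the variance, the mean score was -31.9 ± 4.78 at 3d, 7.25 ± 4.21 at 20d and 24.6 ± 1.16 at 50d (SD, n = 3).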

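Between 50d and 20d control brains, 580 genes were significantly upregulated and 443 significantly downregulated, 9.72% of the genes tested (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Leaving out one library at a time moved the number most, to between 566 and 761 genes, and DESeq2 called 697 genes upregulated and 640 downregulated. Same-numbered libraries of 20d and 50d deviated together, with a mean correlation of 0.216 across genes (0.0905 to 0.332 over the numbers). With the replicate number as a block, 698 genes were upregulated and 584 downregulated, and 990 genes were called with and without the block. Among genes with a mean log2 CPM of at least 2, the largest rises at 50d were those of CG8665, CG43799 and CG8620. With one library left out at a time, the highest adjusted p of CG8665 was 0.104, and it was not called in 4 of the 6 fits (edgeR with Benjamini-Hochberg adjustment). CG8620 (3L, 7158099 to 7158874) rose from 109 to 151 counts at 20d to 638 to 746 counts at 50d, a log2 fold change of 2.46 (standard error 0.13, adjusted p = 1.9e-06 from the edgeR test). The largest falls were those of CG32726, CG11368 and Lsp2. CG32726 (X, 7425220 to 7425743) had 241 to 574 counts at 20d and 5 to 7 counts at 50d, a log2 fold change of -6.15 (standard error 0.36, adjusted p = 1.1e-05 from the edgeR test).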

We first identified gene changes between 20d and 50d control brains to determine whether there were similarities between gene changes with age and the gene changes of 20d‐*34* mutant vs. 20d control brains (Figure S1b, c, File S2). These analyses showed a significant overlap in upregulated and downregulated genes between the two groups (Fisher's exact test, *p *< 0.0001) (Figure 1d). 

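Of the 9896 genes tested in both sets, 1630 were upregulated in the 20d mutant and 563 at 50d, and 195 were upregulated in both, against 92.7 expected by chance. The odds ratio was 2.92 and the observed number was 2.10 times the expected number (two-sided Fisher's exact test, p = 2.0e-27). For downregulated genes, 111 were shared of 1535 in the 20d mutant and 438 at 50d, against 67.9 expected, an odds ratio of 1.92 and 1.63 times the expected number (Fisher's exact test, p = 5.1e-08). Genes are not independent, so these p-values describe the lists and not the brains. With a change of at least 1.5-fold also required, the alternative that moved the odds ratios most, they were 6.62 for upregulated and 7.34 for downregulated genes. With the background of all genes with any count in either set, they were 4.84 and 3.31. With the replicate number as a block in both fits, 235 upregulated and 148 downregulated genes were shared, with odds ratios of 2.84 and 1.88.

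**Figure D1:**
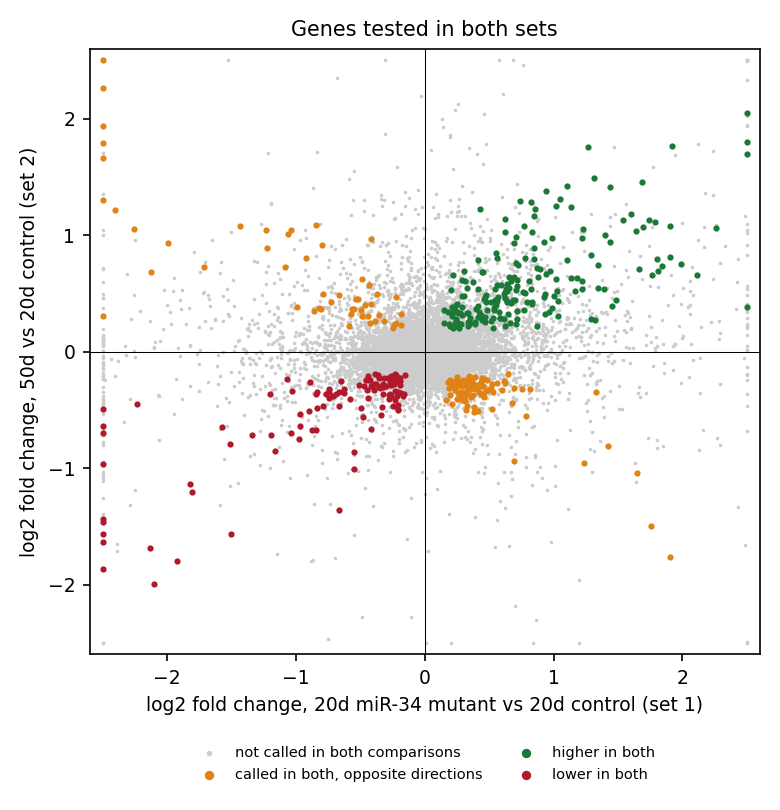
Log2 fold change of each gene tested in both sets between 20d mutant and 20d control brains (horizontal axis) and between 50d and 20d control brains (vertical axis), with values beyond the axes drawn at their edge. Genes called in both comparisons are coloured, and the 195 genes higher in both lie at the upper right and the 111 lower in both at the lower left.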

Using the 3d time point, we also defined genes that consistently changed with age (Figure S1b). These genes had a significant overlap with gene changes in the 20d *miR*‐*34* mutant (vs. age‐matched control) (Figure S1d) and were enriched for similar GO Terms as genes in the 50d control and 20d *miR*‐*34* (vs. 20d control brains) groups (File S3). 

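Between 20d and 3d control brains of set 2, 2029 genes were significantly upregulated and 2098 significantly downregulated (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05). Between 50d and 3d, 2725 genes were upregulated and 2618 downregulated, 50.8% of the genes tested. The paper's text does not give the rule for a consistent change, so a gene was counted when it was called in the same direction from 3d to 20d and from 20d to 50d. This rule gave 626 genes.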

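Among genes tested in both sets, 324 rose over both intervals with age, and 115 of them were upregulated in the 20d mutant, against 53.4 expected (odds ratio 2.93, two-sided Fisher's exact test, p = 2.4e-17). Over both intervals, 296 genes fell, and 68 of them were downregulated in the 20d mutant, against 45.9 expected (odds ratio 1.65, Fisher's exact test, p = 0.000587). When a consistent change was instead read as a call in the same direction in 20d against 3d and in 50d against 3d, 387 upregulated and 414 downregulated genes were shared, with odds ratios of 1.62 and 1.73. The overlap of upregulated genes with the change from 3d to 20d in set 2 was not directional. Genes higher in the 20d mutant were shared with 415 that rose (odds ratio 1.49) and 442 that fell (odds ratio 1.51). Genes lower in the mutant were shared with 449 that fell (odds ratio 1.72) and 255 that rose (odds ratio 0.78). With the replicate number as a block and the first rule for a consistent change, the odds ratios were 3.05 and 1.78.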

Together, these data indicate that 20d *miR*‐*34* mutants share some gene expression similarities with natural brain aging, but also have a distinct transcriptional profile.

Roughly ~30% of all significantly altered genes in the 50d (vs. 20d) control brain were also altered in the same manner in the 20d mutant (vs. 20d control) brain. 

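Of the 1023 genes significantly changed between 50d and 20d control brains, 306 were changed in the same direction in the 20d mutant brain, a share of 29.9% (95% Wilson interval 27.2 to 32.8, which covers counting error only). With one library left out at a time, the share lay between 23.7% and 37.5%. In opposite directions, 85 genes were upregulated in the 20d mutant and downregulated at 50d, and 53 were downregulated in the 20d mutant and upregulated at 50d.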

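The comparison of 20d mutant with 20d control brains gave 3194 genes, 3.12 times as many as the comparison of 50d with 20d control brains. The ratio was 2.32 with DESeq2, with 3099 against 1337 genes, and 2.57 with the replicate number as a block. It lay between 2.45 and 5.64 with one library left out at a time, and was 5.86 at an adjusted p under 0.01. After set 2 was thinned at random to 58.1% of its counts, the mean depth of set 1, a setting chosen after the data were seen, a median of 929 genes (902 to 958 over 5 draws) was called between 50d and 20d, and the ratio was 3.44.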

Surprisingly, however, there were ~2.3‐fold more gene changes in the 20d mutant than 50d control brain (Figure 1d). These data suggest that the loss of *miR*‐*34* is driving many additional cellular changes that expand beyond those that occur with natural aging. 

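Across the genes tested in both sets, the log2 fold changes in the 20d mutant and at 50d had a correlation of 0.177, where genes are not independent replicates. The comparison of 50d with 3d control brains, which spans the whole interval, gave 5343 genes. From the share of aging genes that changed in the same way and the larger number of changes in the 20d mutant than in the 50d control brain, the paper proposes that the loss of miR-34 drives further cellular changes beyond those of natural aging.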

We were motivated to understand if these changes reduced brain health with age, to define pathways that explain how *miR*‐*34* function may be crucial for brain aging and health. GO Term analysis on all significantly up‐ and downregulated genes between the 20d mutant vs. 20d control brain highlighted biological processes most altered in the *miR*‐*34* mutant (Figure 1e, Figure S1e). 

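GO annotation was not used here, and 7 gene families defined by gene symbols stood in for the terms, tested among upregulated and downregulated genes of 4 comparisons (56 tests in all, one-sided Fisher's exact test with Benjamini-Hochberg adjustment, genes tested in the fit as background). Among genes upregulated in the 20d mutant, 3 families were enriched. These were cytoplasmic ribosomal proteins, translation initiation, elongation and release factors, and respiratory chain subunits. Of 62 respiratory chain subunits, 41 were upregulated against 10.3 expected (odds ratio 10.0, p = 3.7e-18, adjusted p = 3.0e-17, Fisher's exact test), with a median log2 fold change of 0.26. In the 3d mutant, 45 of the 62 respiratory chain subunits were upregulated against 10.2 expected (odds ratio 13.8, p = 1.3e-22, adjusted p = 1.5e-21 by the same Fisher's exact test with Benjamini-Hochberg adjustment), with a median log2 fold change of 0.28 and a median interaction of -0.02. No family was enriched among genes downregulated in the 20d mutant. With a change of at least 1.5-fold also required, the alternative that moved the odds ratio of respiratory chain subunits most, it was 0.484 at 20d. With limma's camera test, which allows for the correlation between genes, the smallest adjusted p of any family and comparison was 0.402.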

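Of 84 cytoplasmic ribosomal protein genes tested, 66 (78.6%) were upregulated in the 20d mutant against 14.0 expected (odds ratio 19.1, p = 5.5e-36, adjusted p = 1.5e-34 over the 56 tests, one-sided Fisher's exact test). The only one downregulated was RpL37-2, which with the other genes named here from these families was chosen after its values were seen, and whose reads the counting could have split with those of RpL37-1. The median log2 fold change of the family was 0.36, with quartiles of 0.24 and 0.43. These genes took 6.00% ± 0.040 of all counts in 20d mutant libraries and 4.85% ± 0.32 in 20d control libraries (SD, n = 3). Of 46 translation initiation, elongation and release factors, 24 were upregulated and 1, eIF4EHP, downregulated (odds ratio 5.53, p = 3.2e-08, adjusted p = 1.8e-07, Fisher's exact test), with a median log2 fold change of 0.19. By camera, the adjusted p of the ribosomal protein genes was 0.625.

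**Figure D2:**
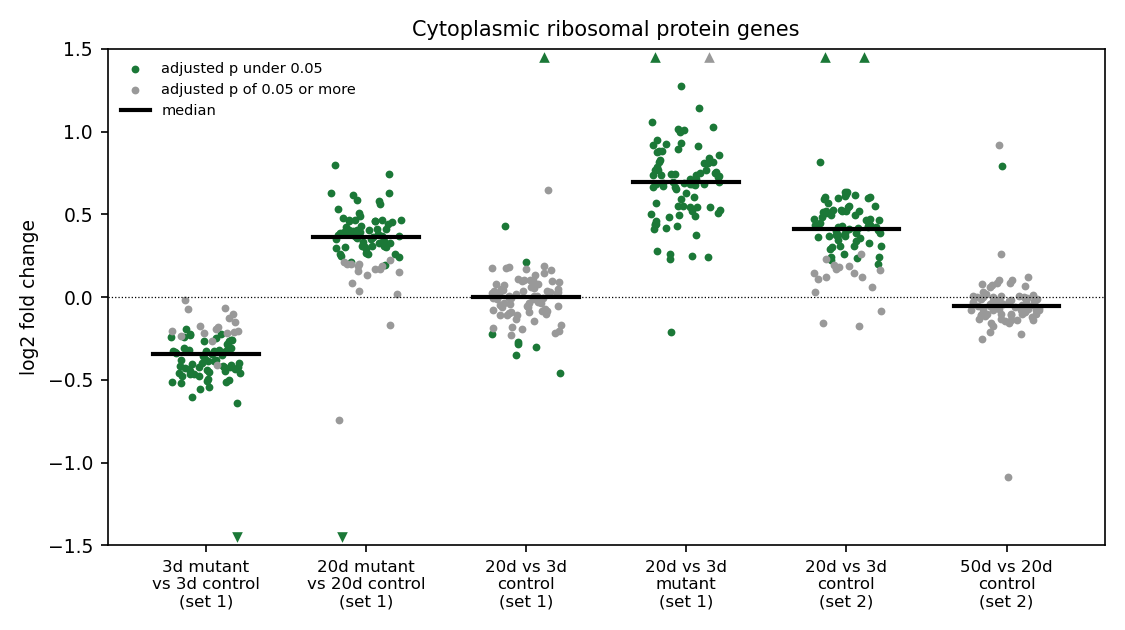
Log2 fold change of each cytoplasmic ribosomal protein gene (points) in 6 comparisons, with the median as a bar and values beyond the axis as triangles at its edge. The median is 0.36 in 20d mutant against 20d control brains, and green points have a Benjamini-Hochberg adjusted p under 0.05 by edgeR.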

“Cytoplasmic Translation” was the most significant GO Term among upregulated genes (Figure 1e). This GO term was specific to the aged *miR*‐*34* mutant brain and was not enriched among genes upregulated in 3d mutant brain or 50d aged brain conditions (Figure S1g, File S3). Thus, the loss of *miR*‐*34* appears to uniquely lead to aberrant translation activity with age.

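In the 3d mutant brain, none of the cytoplasmic ribosomal protein genes was upregulated and 67 (79.8%) were downregulated against 12.6 expected (odds ratio 23.4, p = 2.7e-40, adjusted p = 1.5e-38, one-sided Fisher's exact test), with a median log2 fold change of -0.35. Their share of counts was 3.41% ± 0.12 in 3d mutant libraries and 4.49% ± 0.31 in 3d control libraries (SD, n = 3). Between 50d and 20d control brains, 1 of 85, RpS5b, was upregulated against 4.68 expected (p = 0.992 by the same Fisher's exact test), with a median log2 fold change of -0.05. Between 20d and 3d control brains of set 2, 68 of 85 were upregulated (odds ratio 17.3, p = 9.6e-34, adjusted p = 1.8e-32, Fisher's exact test), with a median log2 fold change of 0.41. Between 50d and 3d control brains, 63 of 85 were upregulated and 1, RpL15, was downregulated, with a median log2 fold change of 0.38, and the enrichment was not tested in this comparison. Of the translation factors, 5 (eIF3a, eIF3b, eIF3c, eIF3d1 and eIF4EHP) were upregulated and 12 downregulated in the 3d mutant. Of these factors, 1, eIF2beta, was upregulated between 50d and 20d control brains, and 7 were upregulated and 12 downregulated between 50d and 3d.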

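For 81 of the 84 cytoplasmic ribosomal protein genes, the fold change between mutant and control was higher at 20d than at 3d by the interaction test (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), with a median difference of 0.69 on the log2 scale. Within set 1, 82 of these genes were higher at 20d than at 3d in mutant brains, with a median log2 fold change of 0.70, while 3 (RpL23A, RpS5b and sta) were higher and 6 lower in control brains, with a median of 0.00. From the enrichment of cytoplasmic translation among genes upregulated in the 20d mutant and not in the 3d mutant or the 50d brain, the paper proposes that translation activity becomes aberrant with age through the loss of miR-34.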

To assess a functional consequence of translation‐related genes, we examined protein translation activity in the *miR*‐*34* mutant brain. A puromycin feeding assay (Schmidt et al., 2009; Zamurrad et al., 2018) was used to determine if *miR*‐*34* mutant brains showed altered protein synthesis. Young (3d) control vs. 3d *miR*‐*34* mutant brains showed similar levels of puromycin‐labeled protein (Figure 1f). Aged (20d) *miR*‐*34* mutant brains, however, had increased puromycin‐labeled protein with no change in feeding behavior (Figure 1g). The gain in puromycin‐labeled protein along with the transcriptional changes in the 20d mutant brain suggests that the upregulation of translation genes in the aged *miR*‐*34* mutant brain correlates with a significant increase in translation activity. These results also underscored that the loss of *miR*‐*34* leads to changes in protein homeostasis.

### 2.2 ***MiR*‐*34*** **mutants exhibit increased protein accumulation in the brain with age**

Translation is a critical aspect of protein homeostasis (referred to as proteostasis, (Vonk et al., 2020)), but proteostasis is also regulated by additional protein processing pathways. We probed the RNA‐sequencing dataset and found evidence of altered activity in key additional proteostasis pathways, including protein folding and turnover (Figure S1f, g). However, given the bidirectional changes in proteostasis‐associated genes, it was difficult to conclude how these transcriptional changes would impact global protein levels. Thus, to define the functional implications, we assayed additional biological features associated with protein accumulation. 

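Among genes that carry the symbol patterns of the proteasome, chaperones and autophagy, few were called in the mutant by edgeR. Of 34 proteasome subunits, 6 were upregulated and 2 (Rpn1 and Rpn2) downregulated at 20d (odds ratio 1.07 for upregulated genes, p = 0.508, one-sided Fisher's exact test), and 2 (Prosbeta3 and Rpn10) were downregulated and none upregulated at 3d. DESeq2 and the replicate block moved the odds ratio at 20d to 0.753 and 0.642. Of 31 chaperones, 1 (Hsc70-3) was upregulated and 2 (Hsp67Ba and Hsp67Bc) downregulated at 20d, and 1 (Droj2) was upregulated and 3 (CCT1, CCT2 and CCT6) downregulated at 3d. DESeq2 called 9 of 33 chaperones upregulated at 3d, which were Droj2, Hsp26, Hsp27, Hsp68, Hsp70Aa, Hsp70Ba, Hsp70Bb, Hsp70Bbb and Hsp70Bc, and 2 (CCT1 and CCT2) downregulated, and the odds ratio for upregulated genes moved from 0.169 to 1.95 (adjusted p = 0.291, Fisher's exact test with Benjamini-Hochberg adjustment, and 0.291 to 1 over the alternatives). Hsp68 had 135, 6.15 and 453 CPM in the 3d mutant libraries and 13.6, 10.2 and 7.59 in the 3d controls, with an adjusted p of 0.0859 by edgeR and 0.00494 by DESeq2 (Benjamini-Hochberg adjustment), and mutant replicate 2 lay below every control library. The Hsp70 genes are near-identical copies whose reads the counting could have split. By DESeq2 the age by genotype interaction was higher for 1 chaperone (CCT2) and lower for 7. Of 20 autophagy genes, 3 (Atg1, Atg4a and Atg12) were upregulated and 1 (ref(2)P) downregulated at 20d, and 4 (Atg1, Atg2, Atg18b and Atg101) were upregulated and 1 (Atg12) downregulated at 3d. None of these families was enriched among the genes of either direction at either age, with adjusted p-values of 1 over the 56 tests (Fisher's exact test with Benjamini-Hochberg adjustment). The paper's gene lists for these pathways were not used here, so the symbol patterns may not cover the same genes.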

Excess ubiquitinated protein is a hallmark of impaired protein turnover. With age, the fly brain shows an increase in ubiquitinated protein (Figure 2a) (Nezis et al., 2008). We examined levels of total ubiquitinated protein in young (3d) and aged (20d) control and *miR*‐*34* mutant brains. Young brains had comparable levels of ubiquitinated protein, regardless of genotype. By contrast, the aged *miR*‐*34* mutant brain showed a 1.63‐fold increase in ubiquitinated protein compared to age‐matched controls (Figure 2b). Two‐way ANOVA showed a significant interaction (age‐genotype interaction *p *= 0.0364) between age and genotype, suggesting that loss of *miR*‐*34* impedes ubiquitinated protein turnover with age.

**FIGURE 2:**
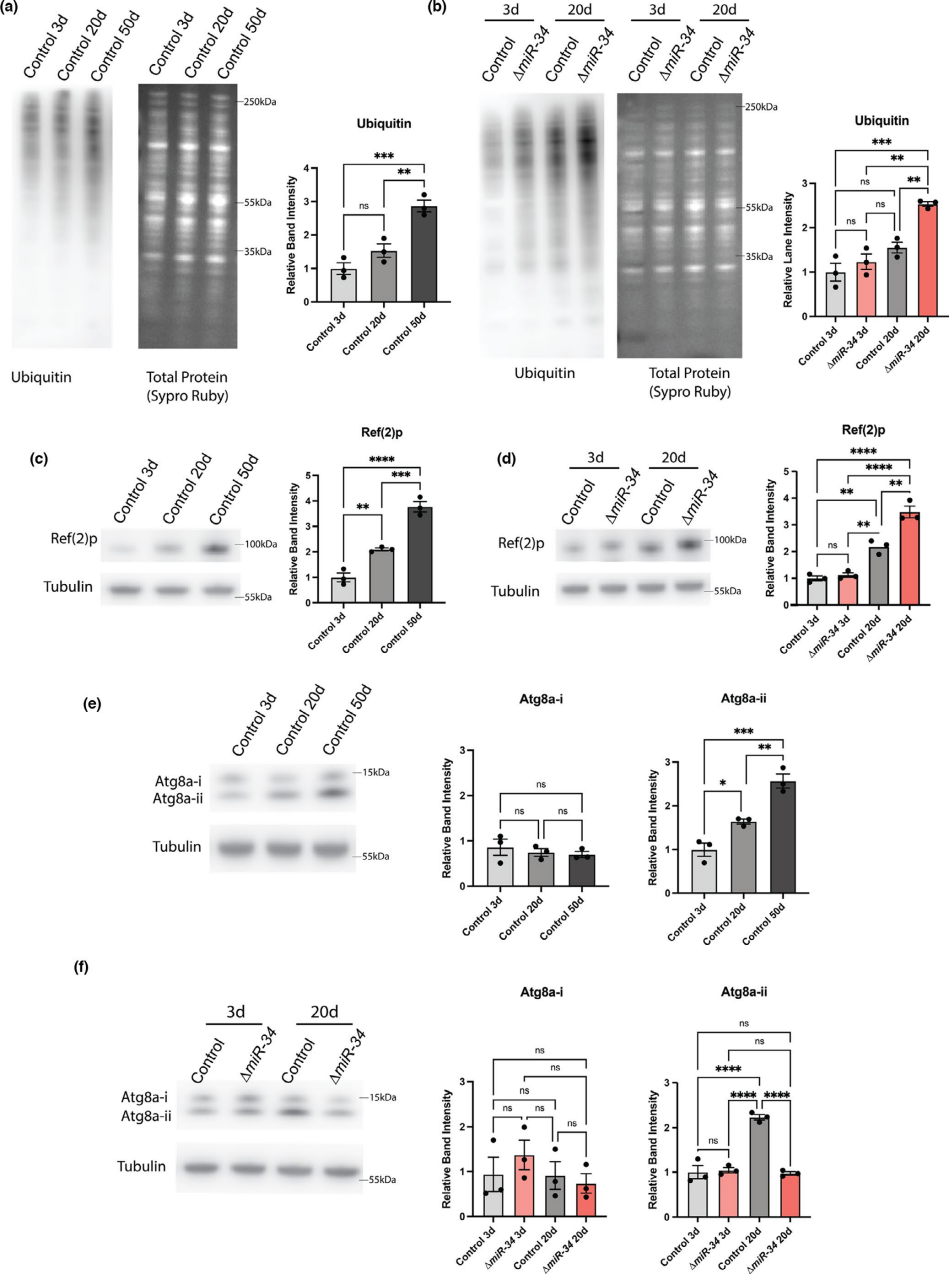
Aged *miR*‐*34* mutant brains have increased levels of markers of protein turnover and autophagy. Western immunoblots with quantitation. For quantitation, *n* = 3 biological replicates; mean ± SEM. (a) Western immunoblot for ubiquitinated protein in the brain with age (3d, 20d, 50d). Ubiquitinated protein significantly increases with age. One‐way ANOVA (*F*(2,6) = 27.0, *p *= 0.001) with Tukey's multiple comparison test. (b) Western immunoblot for ubiquitinated protein in control and *miR*‐*34* mutant brains (3d, 20d). 20d *miR*‐*34* mutants have significantly more ubiquitinated protein. Two‐way ANOVA (Age: *F*(1,8) = 38.86, *p *= 0.0003 | Genotype: *F*(1,8) = 16.68, *p *= 0.0035 | Interaction: *F*(1,8) = 6.3, *p *= 0.036) with Tukey's multiple comparison test. (c) Western immunoblot for Ref(2)p in the brain with age (3d, 20d, 50d). Ref(2)p protein significantly increases with age in the control brain. One‐way ANOVA (*F*(2,6) = 77.96, *p *< 0.0001) with Tukey's multiple comparison test. (d) Western immunoblot for Ref(2)p protein in control and *miR*‐*34* mutant brains (3d, 20d). 20d *miR*‐*34* mutants have significantly more Ref(2)p. Two‐way ANOVA (Age: *F*(1,8) = 147.1, *p *< 0.0001 | Genotype: *F*(1,8) = 23.73, *p *= 0.0012 | Interaction *F*(1,8) = 16.32, *p *= 0.0037) with Tukey's multiple comparison test. (e) Western immunoblot for Atg(8)a levels in the brain with age (3d, 20d, 50d). Processed Atg8a significantly increases with age in the control brain. One‐way ANOVA (Atg8a‐i: *F*(2,6) = 0.46, *p *= 0.6488 | Atg8a‐ii: *F*(2,6) = 36.4, *p *= 0.0004) with Tukey's multiple comparison test. (f) Western immunoblot for Atg8a levels in control and *miR*‐*34* mutant brains (3d, 20d). 20d *miR*‐*34* mutant brains have significantly less processed Atg8a protein than age‐matched control. Two‐way ANOVA (Atg8a‐i – Age: *F*(1,8) = 1.097, *p *= 0.3255 | Genotype: *F*(1,8)=0.1690, *p *= 0.6918 | Interaction: *F*(1,8) = 0.9400, *p *= 0.3607) (Atg8a‐ii – Age: *F*(1,8) = 42.86, *p *= 0.0002 | Genotype: *F*(47.11, *p *= 0.0001 | Interaction: *F*(1,8) = 54.09, <0.0001) with Tukey's multiple comparison test. Significance: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

In flies, the *Drosophila* p62 protein, Ref(2)p, accumulates in the brain with age and associates with ubiquitinated protein (Bartlett et al., 2011). The Ref(2)p protein is a selective marker for macroautophagy activity (referred to here as autophagy) (Bartlett et al., 2011; Clausen et al., 2010; Nezis et al., 2008). As previously reported (Bartlett et al., 2011), control animals showed increased levels of Ref(2)p in the brain at 20d and 50d, with 1.8‐fold more total Ref(2)p at 50d compared to 20d (Figure 2c). To determine if this increase was accelerated in the *miR*‐*34* mutant, brains were collected and Ref(2)p levels were measured at 3d and 20d. *MiR*‐*34* mutant brains were similar to controls at 3d, but displayed a statistically significant increase in the levels of Ref(2)p protein at the 20d timepoint (1.59‐fold greater than 20d control brains, age‐genotype interaction *p *= 0.0037) (Figure 2d). This accumulation of Ref(2)p suggests that autophagy is altered in the *miR*‐*34* mutant brain.

Changes in Ref(2)p levels have been associated with changes in autophagosome activity—mutants for the autophagy protein Atg8a have a buildup of Ref(2)p protein (Bartlett et al., 2011). Atg8a (*Drosophila* LC3), a protein necessary for the formation and size of the autophagosome (Xie et al., 2008), is present in two forms: pre‐processed (Atg8a‐i) and processed (Atg8a‐ii). The processed form can be used as a readout for autophagosome formation (Lőrincz et al., 2017). We found that processed Atg8a levels progressively increased normally in the brain with age (Figure 2e). Surprisingly, this increase in Atg8a‐ii levels was not detectable in whole heads, but was prominent in dissected brains. In heads, Atg8a‐i levels were reduced in controls at 20d compared to 3d, consistent with previous reports in heads of Atg8a levels (Simonsen et al., 2008). Unlike Atg8a, both ubiquitinated protein levels and Ref(2)p showed consistent changes between the brain and head (Figure S3a–c). These data suggest that retinal tissue (and outer optic tissue as the lamina is not present in brain samples) in head samples masks changes in autophagy with age that are brain‐specific.

When we examined Atg8a levels in mutant brains, we found that the 3d *miR*‐*34* mutant brain tissue presented similar Atg8a‐ii levels as 3d control brain (Figure 2f). However, at 20d, *miR*‐*34* mutant brains displayed statistically significantly reduced levels of processed Atg8a‐ii relative to age‐matched controls (age‐genotype interaction *p *< 0.0001), with levels comparable to the 3d brain (Figure 2f). This suggests autophagy activity may be altered in the aged *miR*‐*34* mutant brain relative to aged control brains. *MiR*‐*34* mutant animals were also starvation sensitive, a phenotype seen in animals with altered autophagy (Suzuki et al., 2011), although neuron‐specific knockdown of *miR*‐*34* did not show this sensitivity, suggesting the phenotype may be driven by *miR*‐*34* loss in additional tissues (Figure S3d). Together, these findings expand on the result that the loss of *miR*‐*34* drives changes in proteostasis, defining gains in protein accumulation and altered autophagy activity. These data also indicated that *miR*‐*34* may regulate target genes that influence proteostasis in the brain.

### 2.3 Increased H3K27me3 enhances SCA3 PolyQ neurotoxicity and partially mimics the loss in proteostasis seen in the *miR*‐*34* mutant

Only one target pathway of *miR*‐*34* has been implicated in protein aggregation to date. Mutations in *miR*‐*34* targets *Pcl* and *Su(z)12* (subunits of the histone methyltransferase PRC2) have been shown to suppress protein aggregation of the pathogenic SCA3trQ78 protein and prevent neurotoxicity—this suppression correlates with reduced H3K27me3. The *miR*‐*34* mutant brain shows increased H3K27me3 with age, achieved at least in part through upregulation of these components of PRC2 (Figure 3a) (Kennerdell et al., 2018). H3K27me3 levels normally also increase with age in flies (Figure 3b) and mice and correlate with increased protein aggregation (Booth & Brunet, 2016). We hypothesized that the early accumulation of H3K27me3 in *miR*‐*34* mutants may drive the dysregulation of proteostasis and susceptibility to neurodegeneration that is seen in the aged brain. To determine if increasing H3K27me3 levels alone could mimic the proteostasis dysregulation seen in the *miR*‐*34* mutant, we examined these pathways in a mutant for the sole *Drosophila* H3K27me3 histone demethylase *Utx* (Smith et al., 2008). *Drosophila* mutants for *Utx* show increased H3K27me3 levels in the brain at both 3d and 20d (Figure 3c) and have a reduced lifespan (Ma et al., 2018).

**FIGURE 3:**
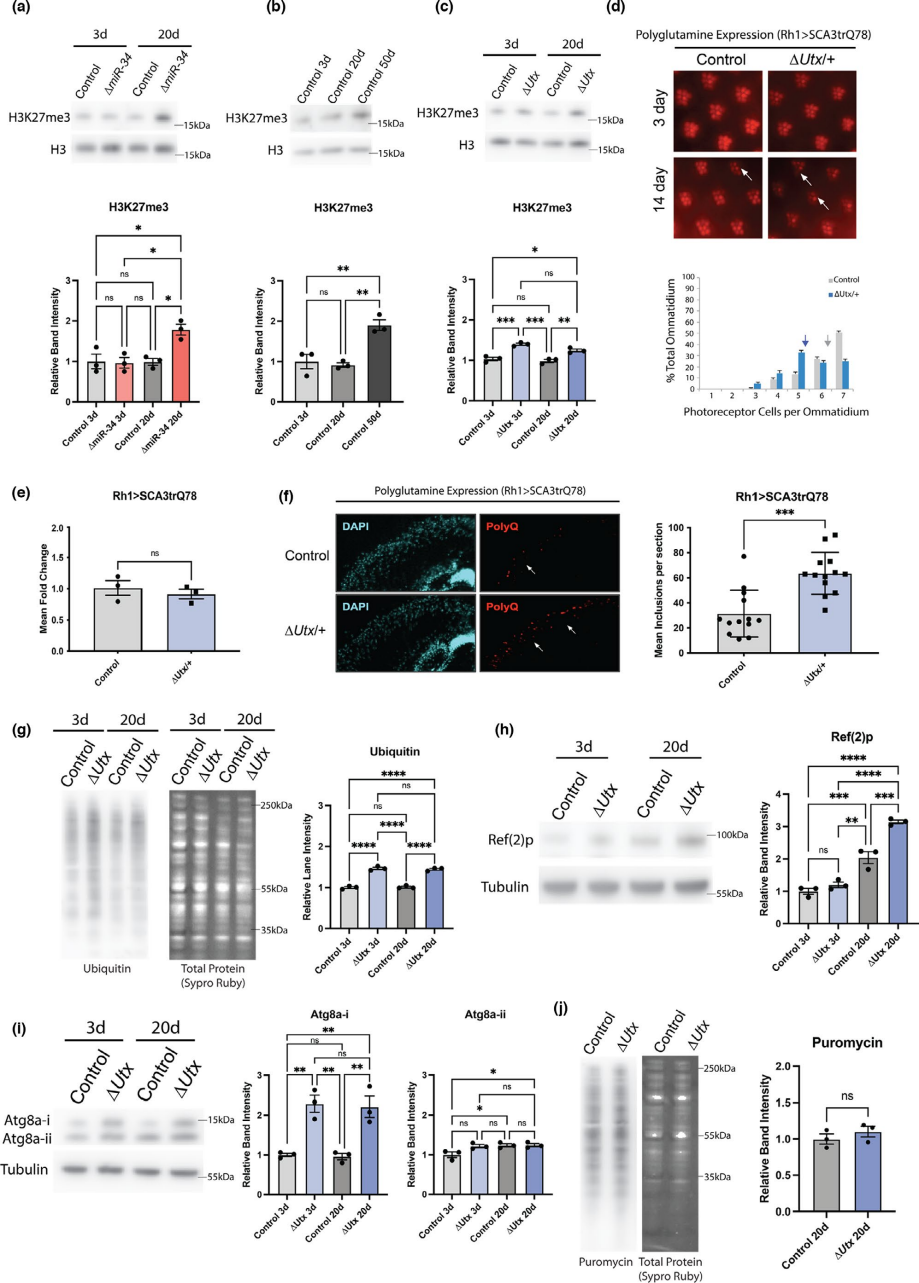
*Utx* reduction increases markers for protein aggregation and enhances SCA3 neurodegeneration. (a) Western immunoblot for H3K27me3 in control and *miR*‐*34* mutant brains (3d, 20d). (*n* = 3 biological replicates, mean ± SEM, two‐way ANOVA (Age: *F*(1,8) = 8.741, *p*=0.0182 | Genotype: *F*(1,8) = 7.761, *p *= 0.0237 | Interaction: *F*(1,8) = 9.253, *p *= 0.016) with Tukey's multiple comparison test). (b) Western immunoblot for H3K27me3 in the brain with age (3d, 20d, 50d). (*n* = 3 biological replicates, mean ± SEM, one‐way ANOVA (*F*(2,6) = 17.12, *p *= 0.0033) with Tukey's multiple comparison test). (c) Western immunoblot for H3K27m3 in control and *Utx* mutant brains (3d, 20d). (*n* = 3 biological replicates, mean ± SEM, two‐way ANOVA (Age: *F*(1,8) = 7.484, *p *= 0.0256 | Genotype: *F*(1,8) = 71.93, *p *< 0.0001 | Interaction: *F*(1,8) = 2.129, *p *= 0.1827) with Tukey's multiple comparison test). (d) Pseudopupil assay presenting changes in photoreceptor degeneration of SCA3trQ78‐expressing animals in control and *Utx*/+ heterozygote backgrounds (*n* = 150 ommatidia/condition). Histogram showing the distribution of photoreceptors per ommatidium at 14d (mean noted with arrow). (e) qPCR for SCA3trQ78 transcript abundance in control and *Utx*/+ heterozygote backgrounds (1d). (*n* = 3 biological replicates, mean ± SEM, Student's *t* test). (f) Cryosections on heads expressing SCA3trQ78 in control and *Utx*/+ heterozygote backgrounds (*n* = 13 flies/condition, mean ±SEM, Student's *t* test) (1d). (g) Western immunoblot for ubiquitinated protein in 3d and 20d control and *Utx* mutant brains. (*n* = 3 biological replicates, mean ± SEM, two‐way ANOVA (Age: *F*(1,8) = 0.03235, *p *= 0.8617, Genotype: *F*(1,8) = 355.8, *p *< 0.0001, Interaction: *F*(1,8) = 0.4783, *p *= 0.5088) with Tukey's multiple comparison test). (h) Western immunoblot for Ref(2)p protein in 3d and 20d control and *Utx* mutant brains. 20d (*n* = 3 biological replicates, mean ± SEM, two‐way ANOVA (Age: *F*(1,8) = 169.2, *p *< 0.0001 | Genotype: *F*(1,8) = 32.19, *p *= 0.0005 | Interaction: *F*(1,8) = 15.44, *p *= 0.0044) with Tukey's multiple comparison test). (i) Western immunoblot for Atg(8)a protein in 3d and 20d control and *Utx* mutant brains. (n=3 biological replicates, mean ± SEM, two‐way ANOVA (Atg8a‐i – Age: *F*(1,8) = 0.1192, *p *= 0.7388 | Genotype: *F*(1,8) = 52.62, *p *< 0.0001 | Interaction: *F*(1,8) = 0.01055, *p* = 0.9207) (Atg8a‐ii – Age: *F*(1,8) = 6.622, *p *= 0.0330 | Genotype: *F*(1,8) = 4.882, *p *= 0.0581 | Interaction: *F*(1,8) = 4.499, *p *= 0.0667) with Tukey's multiple comparison test). *Utx* mutants had significantly more Atg8a‐i, but there was no significant difference in processed Atg8a‐ii protein. (j) Western immunoblots of puromycin‐labeled proteins in 20d control and *Utx* mutant brains. (*n* = 3 biological replicates, mean ± SEM, Student's *t* test). Significance: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

We first assessed the impact of the *Utx* mutation on neurodegeneration. *Utx* mutants or controls were outcrossed to flies expressing the pathogenic SCA3trQ78 protein and neurodegeneration was assessed within the photoreceptor cells with age. Normally, flies have 7 ± 0 (mean, ±SEM) photoreceptors per ommatidial unit, which are fully maintained with age (Bilen & Bonini, 2007). When the pathogenic SCA3 protein is expressed, it induces photoreceptor degeneration with age. At 3d, all photoreceptors were present in both control and *Utx*/+ animals. At 14d, animals expressing SCA3trQ78 now had 6.18 ± 0.04 photoreceptors/ommatidial unit, whereas animals with reduced *Utx* showed fewer photoreceptors/ommatidial unit (5.49 ± 0.05 (Figure 3d)). In tandem, we confirmed by real‐time qPCR that reduction of *Utx* did not impact transcription of the Sca3trQ78 transgene (Figure 3e). These data indicate that increasing H3K27me3 through reduced *Utx* gene function enhances polyglutamine neurotoxicity.

We confirmed that the increased polyglutamine neurotoxicity was coupled with increased aggregation of the SCA3trQ78 protein by assessing polyglutamine protein in cryosections of fly heads. 1d after SCA3trQ78 expression in photoreceptors, control animals had an average of 29 ± 19 inclusions per section, whereas *Utx*/+ animals had 63 ± 16 inclusions (Figure 3f). The increase in SCA3trQ78 inclusions suggests that reduction of *Utx* may enhance neurodegeneration through impaired protein regulation.

Since animals with reduced *Utx* activity enhance neurodegeneration like *miR*‐*34* mutants, we assessed if proteostasis was altered in a similar fashion. We first examined levels of ubiquitinated protein in the brain by western immunoblot. As with *miR*‐*34* mutants, at 20d there was a significant increase (1.57‐fold gain, *p *< 0.0001) in ubiquitinated protein in *Utx* mutant brain tissue compared to age‐matched control animals (Figure 3g). We also saw an increase in ubiquitination in the 3d *Utx* mutant brain (1.46‐fold gain, *p *< 0.0001), correlating with the significant increase in H3K27me3 levels already present in the 3d *Utx* mutant brain. Therefore, reduction of *Utx* alone is capable to drive gains in ubiquitinated protein, independent of brain age. *Utx* mutants additionally had a 1.54‐fold increase in Ref(2)p in the 20d brain (age‐genotype interaction *p *= 0.0044) (Figure 3h). These results indicate that the loss of H3K27me3 histone demethylase *Utx* increases protein ubiquitination and Ref(2)p buildup in the adult brain.

We then examined autophagosome formation and translation activity. Western immunoblots were performed on 3d and 20d control and *Utx* mutant brains to assess pre‐processed and processed Atg8a. *Utx* mutants showed an age‐independent increase in Atg8a‐i levels relative to control brains: both 3d and 20d *Utx* mutants also showed similar levels of processed Atg8a‐ii compared to the 20d control brain, in contrast to *miR*‐*34* mutants (Figure 3i). We then assessed protein translation with the puromycin feeding assay. Brains from 3d and 20d control and *Utx* mutants displayed no differences in levels of puromycin‐tagged protein (Figure 3j, Figure S4b,c). These findings indicate that, whereas the loss of the H3K27me3 demethylase *Utx* dysregulates proteostasis, *Utx* reduction mimics only a select set of the biological effects characteristic of the *miR*‐*34* mutant. These findings raised the possibility that additional targets of *miR*‐*34*, beyond the regulation of H3K27me3 through PRC2, are involved in altered translation and autophagy activity in the brain with age.

### 2.4 *miR‐34* is predicted to target *Lst8*, a subunit of TORC1

To identify additional targets modulated by *miR*‐*34* in the brain, we cross‐referenced the list of 213 computationally identified *miR*‐*34* targets (Agarwal, 2018) against the *miR*‐*34* brain RNA‐seq dataset (Figure 4a). 131 of the predicted targets were significantly upregulated in the mutant brain, consistent with how *miR*‐*34* may regulate its targets (Figure 4b). Select targets were uniquely upregulated: 51 targets were uniquely upregulated at 3d, and 3 were uniquely upregulated at 20d. Altogether, these 131 targets comprise an RNA‐seq validated *miR*‐*34*‐target list of brain genes.

**FIGURE 4:**
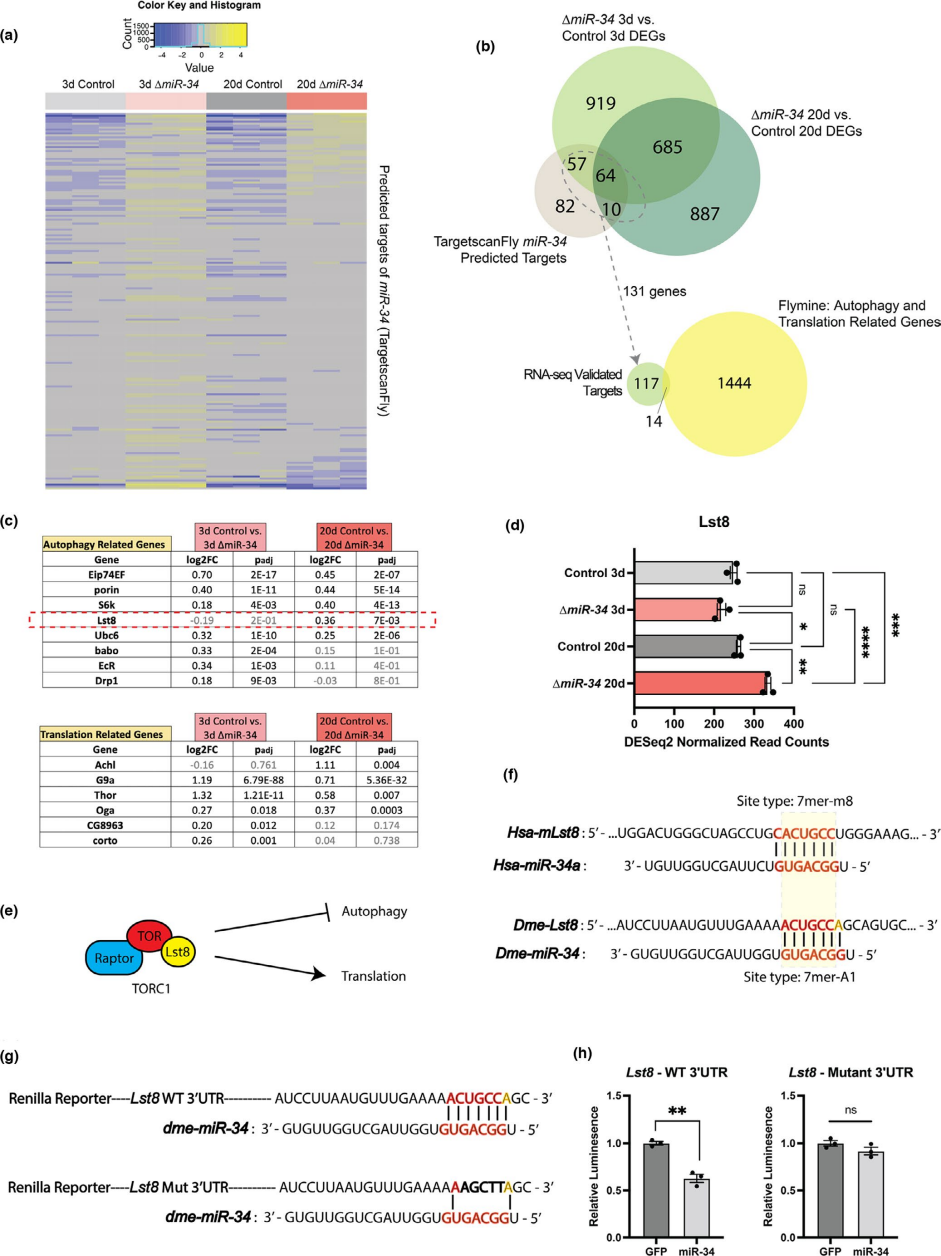
*miR*‐*34* is predicted to target TORC1 subunit, *Lst8*. (a) Heat map comparing transcript levels for all TargetscanFly predicted targets of *Drosophila miR*‐*34* (b) Venn Diagram (top) presenting the overlap between genes significantly upregulated in the 3d (*miR*‐*34* vs. control) and 20d (*miR*‐*34* vs. control) brain vs. predicted targets of *Drosophila miR*‐*34*. Venn Diagram (bottom) presenting overlap between RNA‐seq verified targets of *miR*‐*34* and Translation‐related and Autophagy‐related gene lists derived from Flymine database. (c) RNA‐seq validated targets of *miR*‐*34* associated with autophagy and translation based on curated gene lists from the Flymine database. (d) RNA‐seq normalized reads for *Lst8*. *Lst8* is significantly upregulated in the 20d *miR*‐*34* mutant brain (*n* = 3 biological replicates, mean ±SEM, two‐way ANOVA (Age: *F*(1,8) = 60.88, *p *< 0.0001 | Genotype: *F*(1,8) = 6.968, *p *= 0.0297 | Interaction: *F*(1,8) = 40.04, *p *0.0002) with Tukey's multiple comparison test). (e) Schematic showing the role of TORC1 in regulating both translation and autophagy. (f) 3’UTR *Lst8* and *mLst8* seed sequences for *miR*‐*34*. (g) Wild‐type and mutant seed sequences for *Lst8* 3’UTR reporter constructs. (h) Luciferase reporter assay for WT and *miR*‐*34* mutant 3’UTR with co‐expression of *miR*‐*34* or GFP control. Upregulation of *miR*‐*34* significantly reduced the activity of Renilla luciferase fused to only the WT 3’UTR of *Lst8* (n=3 wells/condition, mean ± SEM, Student's *t* test). Significance: *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001

Next, we determined whether any of these targets were associated biologically with translation or autophagy. We defined a list of all translation‐related and autophagy‐related genes using the Flymine database (File S4). We compared the 131 transcriptionally upregulated *miR*‐*34* target genes with this list to explore if any of the RNA‐seq validated targets were implicated in pathways of translation or autophagy.

This approach highlighted 14 *miR*‐*34* targets with association with translation or autophagy, although no predicted targets were core components of either pathway (Figure 4b, c). 

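The 14 genes in Figure 4c are Eip74EF, porin, S6k, Lst8, Ubc6, babo, EcR, Drp1, Achl, G9a, Thor, Oga, CG8963 and corto. Of these, 12 were upregulated in the mutant at 3d and 8 at 20d over all genes tested (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), and none was downregulated. The paper drew the 14 from predicted targets that were upregulated in these same libraries, so these counts are no independent test of them. Adjusted over the 14 genes alone, 12 were upregulated and 1, Lst8, downregulated at 3d, and 9, with Thor, were upregulated at 20d. G9a (X, 245978 to 254650) had a log2 fold change of 1.18 at 3d (adjusted p = 4.9e-09) and 0.71 at 20d (adjusted p = 4.4e-07, edgeR with Benjamini-Hochberg adjustment). Thor (2L, 3478434 to 3479612) had 66.4 ± 18.4 CPM in 3d mutants and 26.9 ± 3.60 in 3d controls (SD, n = 3, adjusted p = 0.000985 from edgeR). At 20d, Thor had a log2 fold change of 0.58 (standard error 0.20, adjusted p = 0.0502 from the edgeR test), and its adjusted p at 20d was 0.00719 with DESeq2 and 0.0477 with the replicate number as a block in edgeR. With one 20d library left out at a time, it lay between 0.0313 and 0.156 in edgeR, and Thor was not called in 5 of the 6 fits. Achl (2R, 14420324 to 14424764) had a log2 fold change of -0.17 at 3d (adjusted p = 0.702) and 1.11 at 20d (standard error 0.31, adjusted p = 0.0244, edgeR with Benjamini-Hochberg adjustment). With one 20d library left out at a time, the adjusted p of Achl at 20d lay between 0.00176 and 0.0746 in edgeR, and it was not called in 4 of the 6 fits. With one 3d library left out at a time, S6k, Drp1, Oga and CG8963 each lost their call at 3d in at least 1 of the 6 fits. S6k rose more at 20d, by 0.39 against 0.17 on the log2 scale, and corto was called at 3d (log2 fold change 0.25) and not at 20d (0.04). The exons of porin, Lst8, Drp1 and Oga overlap those of another gene, so their counts are uncertain.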

*Lst8* was identified as an intriguing candidate (Figure 4c, d). 

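Lst8 (FBgn0264691) lies on X from 9604154 to 9605969 on the minus strand, with a longest annotated transcript of 1760 bases, and its exons overlap those of Gga. It had 12.0 ± 0.79 CPM in 3d controls, 10.5 ± 0.87 in 3d mutants, 12.6 ± 0.42 in 20d controls and 16.2 ± 0.58 in 20d mutants (SD, n = 3). At 20d, the mutant libraries had 15.6, 16.8 and 16.2 CPM and the control libraries 12.9, 12.9 and 12.2 (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The log2 fold change at 20d was 0.36 (standard error 0.085, adjusted p = 0.00533, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 3d, the log2 fold change was -0.20 (standard error 0.088, adjusted p = 0.0992 from the edgeR test), and the libraries overlapped (exact permutation test, p = 0.2). The age by genotype interaction was 0.56 on the log2 scale (standard error 0.12, adjusted p = 0.00692 from the edgeR test), and 0.56 with the replicate number as a block (adjusted p = 0.0102). With one library of set 1 left out at a time, the interaction lay between 0.50 and 0.62 and its adjusted p between 0.00606 and 0.0230 in edgeR. Between 50d and 20d control brains, the log2 fold change of Lst8 was 0.17 (adjusted p = 0.311, edgeR with Benjamini-Hochberg adjustment).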

As a subunit of TOR Complex 1 (TORC1), Lst8 binds the kinase domain of TOR and stimulates TORC1 activity (Kamada et al., 2010; Loewith & Hall, 2011; Miron & Sonenberg, 2001; Noda, 2017; Rabanal‐Ruiz et al., 2017)—increased TORC1 activity has been shown to stimulate translation initiation and inhibit autophagosome formation (Figure 4e) (Aylett et al., 2016; Couso et al., 2020).

We identified a putative *miR*‐*34* target sequence in the 3’ UTR of *Lst8* (Figure 4f) that matched the canonical 7mer‐A1 microRNA‐binding pattern (Agarwal et al., 2015). Of note, the mammalian homolog of *Lst8*, *mLst8*, also has a 3’ UTR microRNA seed sequence for the *miR*‐*34* microRNA family (Figure 4f), suggesting *Lst8* may be an evolutionarily conserved target. We next utilized *Drosophila* S2R+ cells to determine whether *miR*‐*34* could regulate the 3’ UTR of *Lst8*. We designed a plasmid reporter bearing either the wild‐type (WT) 3’ UTR of *Lst8* with the *miR*‐*34* target sequence, or a 3’ UTR of *Lst8* with a mutated *miR*‐*34* target sequence (Figure 4g). The plasmids were co‐transfected with a plasmid expressing either *miR*‐*34* or GFP control, as well as a plasmid for transfection efficiency. *miR*‐*34* upregulation reduced relative Renilla activity with the wild‐type *Lst8* 3’ UTR, but had no effect on the mutant construct (Figure 4h). These data indicate that *miR*‐*34* can regulate the 3’ UTR of *Lst8*.

We tested if upregulation of *Lst8* was sufficient to drive changes in translation and autophagy as seen in the aged *miR*‐*34* mutant brain. Upregulation of *Lst8* did not lead to changes in either global translation activity or Atg8a levels in 20d brains (Figure S4c, d). Considering the nature of microRNA regulation, we propose that alternative targets of *miR*‐*34*, such as other members of the predicted translation‐autophagy *miR‐34* targets (Figure 4d) and the established targets within the H3K27me3 regulation pathway (Figure S3a), are contributors to the mutant phenotype. Together, these results define a new target of *miR‐34* in *Lst8* and suggest that the global proteostasis changes seen in the

*miR*‐*34* mutant brain are a summation of multiple misregulated targets (Figure 5).

**FIGURE 5:**
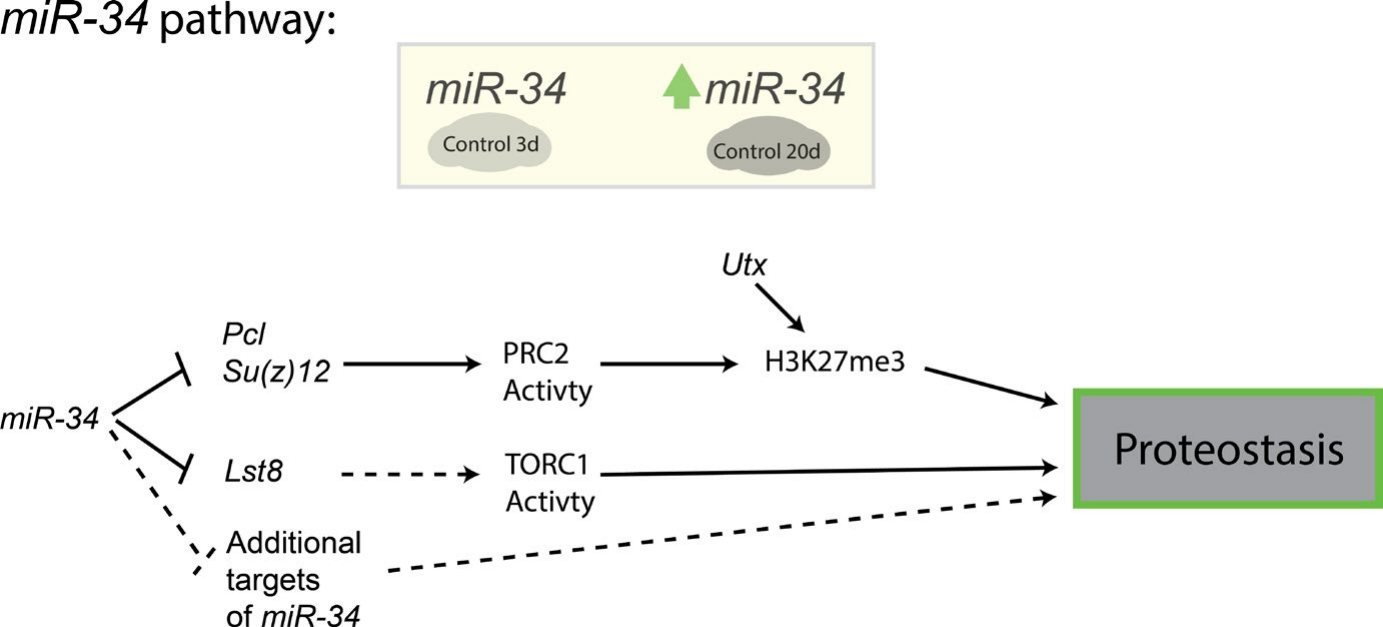
Role of *miR*‐*34* in maintaining brain proteostasis with age. Schematic presenting the role of *miR*‐*34* in maintaining proteostasis in the *Drosophila* brain

## 3 DISCUSSION

We provide new insight into the importance of the highly conserved microRNA *miR*‐*34* in regulating proteostasis and maintaining healthy brain aging. We find that the loss of *miR*‐*34* drives transcriptional changes in both the 3d and 20d brain. The transcriptional changes between the 20d mutant and control brain show significant overlap with transcriptional changes seen with advanced age (50d control), consistent with prior observations that loss of *miR*‐*34* promotes aging gene changes in the brain coupled with advanced neurodegeneration. These data develop our understanding of cellular processes regulated by *miR*‐*34* in the brain and provide a new understanding into the loss of *miR*‐*34* as a modifier of aging and age‐associated impacts to the brain.

By focusing attention on proteostasis, we identified that aged *miR*‐*34* mutant brains have a statistically significant increase in the accumulation of ubiquitinated protein and p62/Ref(2)p in the 20d brain relative to their age‐matched controls. Accumulation of both proteins with age has been observed in the nervous system of flies, mice, and humans and has been associated with neuronal loss and susceptibility to neurodegenerative disease (Bartlett et al., 2011; Schmidt et al., 2021; Simonsen et al., 2008).

Using levels of Atg8a as a marker of autophagosome formation, control animals showed a brain‐specific increase in processed Atg8a with age (see Figure 1e, Figure S1). This contrasts with reports measuring Atg8a levels in fly heads, suggesting that retinal tissue masks Atg8a changes in the brain. Aged *miR*‐*34* mutant brains, on the other hand, had reduced processed Atg8a protein compared to control brains. The reduction in Atg8a processing in the aged *miR*‐*34* mutant suggests that autophagy activity is altered with the loss of *miR*‐*34*, although it is unclear if there is an increase or decrease in autophagic flux.

Selectively increasing H3K27me3 via loss of the histone demethylase *Utx* phenocopied only select proteostasis impairments observed in the *miR*‐*34* mutant brain. These findings suggested that dysregulation of additional targets of *miR*‐*34* may underlie aspects of altered proteostasis in the mutant brain. We showed that *miR*‐*34* can target *Lst8*, a subunit of TORC1, however, upregulation of *Lst8* alone did not recapitulate the global changes in proteostasis seen in the *miR*‐*34* mutant brain.

Additional targets of *miR*‐*34* presumably contribute to the changes in proteostasis (see Figure 4a, b, File S5). We also recognize that select predicted targets of *miR*‐*34*, when upregulated, may not contribute to the observed *miR*‐*34* mutant phenotypes, and instead may drive alternative responses. Moreover, many targets may have modest although important changes in the *miR*‐*34* mutant brain; misregulation of multiple targets presumably contributes to the overall biological outcome. Further detailed study of additional targets and understanding of how these gene target functions intersect in *miR*‐*34* and the normal brain with age should reveal pathways that are normally regulated in the brain with age, as well as new pathways whose activity could be adjusted to promote healthy brain aging.

In conclusion, here we have identified a novel relationship between *Drosophila miR*‐*34* and regulation of proteostasis in the brain (Figure 5). Two *miR*‐*34* pathways may contribute to aspects of the proteostasis impairment in *miR*‐*34* mutants: an increase of H3K27me3 (achieved here via reduction in *Utx*) is sufficient to drive protein aggregation; however, as *Utx* reduction does not fully recapitulate *miR*‐*34* mutant effects, we posit that a conserved novel target, *Lst8*, may also contribute to altered proteostasis through its activity with TORC1. Lastly, we identify additional predicted targets of *miR*‐*34* that may regulate brain proteostasis with age. Together, these findings indicate that the *miR*‐*34* axis defines critical gene functions that can regulate proteostasis in the aging fly brain. Given conservation of *miR*‐*34*, these gene functions may also be of impact for the mammalian brain.

## 4 MATERIALS AND METHODS

### 4.1 Fly stocks

All crosses were performed at 26ºC on standard molasses fly food. Males were used for all experiments. Flies were transferred to fresh food every 1‐2d. For *Lst8* upregulation experiments, food was prepared by adding 50 μl of 4mg/ml of RU468 dissolved in 100% EtOH or by adding 50 μl of 100% EtOH. DaGS>Lst8 flies were put on either +RU486 or +Vehicle food after eclosion.

### 4.2 Western Immunoblots (WB)

For fly WB, 10 brains (or heads) were dissected for each replicate and homogenized in 50 μl of 1X NuPAGE LDS sample buffer. WB were performed using an Invitrogen XCell SureLock blot system with a 4–12% Bis‐Tris gel (5 μl sample/lane) and transferred overnight to a PVDF membrane (Wet transfer, 1x Dunn Carbonate Transfer Buffer). Following transfer, membranes were blocked in 5% Milk/TBST for 1 hr. Blots were probed overnight for primary antibodies, washed 3X for 10 min in TBST, and probed for 1 h in secondary antibody in 5% Milk/TBST. Blots were then washed 3X for 5 min and imaged using Amersham ECL Prime Detection Reagent and Amersham Imager 600. All quantifications are based on an average from three independent lanes/condition (each lane is a biological replicate).

### 4.3 Lifespan assay

Flies were transferred to fresh food and scored every 2d. 120 flies were used for each condition.

### 4.4 Starvation assay

Flies were placed in vials with water‐soaked 3 mm filter paper (Thermo Fischer Scientific; Waltham, MA, USA). Flies were transferred to fresh water‐soaked filter paper every 12 h and scored. 120 flies were used for each condition.

### 4.5 Puromycin feeding assay

Flies were placed on 600 μM puromycin P8833 (Sigma‐Aldrich; Darmstadt, Germany)/2% agar/5% sucrose food. After 24 h, fly brains (10 brains/condition) were dissected for western immunoblots.

### 4.6 Feeding measurement assay

Flies were fed standard food mixed with 1% FD&C Blue #1 (SPS Alfachem, Lexington, MA) for 24 h. After 24 h, whole flies (5 flies/replicate) were collected and homogenized in 1% Triton‐X in PBS to measure blue dye incorporation. Three independent replicates were performed for each condition. Blue dye absorbance (630 nm) was measured with a Nanodrop.

### 4.7 RNA Sequencing

Twenty brains were used for each replicate (three biological replicates/condition). Brains were dissected and put into Trizol (Thermo Fischer Scientific). RNA was isolated using a standard Trizol protocol (Goodman et al., 2019). RNA was purified using RNA Clean & Concentrator Kit R10114 (Zymo Research, Irvine, CA). RNA sequencing by Admera Health BioPharma Services (South Plainfield, NJ), using TruSeq Stranded mRNA Kit with PolyA selection (Illumina; San Diego, CA).

### 4.8 RNA‐Sequencing analysis

Reads were mapped to the *Drosophila* Genome r6.36 using HISAT2 default parameters (Kim et al., 2019). HTSeq counts python package was used to generate gene counts against FlyBase version6.63 GTF file (Anders et al., 2015). Differential gene analysis was performed using DESeq2 package (Love et al., 2014).

### 4.9 Flymine dataset mapping

Gene ontology analysis was performed using Flymine Database (Lyne et al., 2007). Significantly upregulated and downregulated genes for 3d control vs. *miR*‐*34* mutant and 20d control vs. *miR*‐*34* mutant against a background list of all expressed genes (15,114) were analyzed. Significance was determined by a Benjamini–Hochberg *p*_adj _< 0.05 cutoff. Gene lists for proteostasis network were curated by searching each pathway term on Flymine v.51, filtering for organism (*Drosophila melanogaster*) and then category (Gene).

### 4.10 Targetscan dataset mapping

Predicted *Drosophila miR*‐*34* targets (*miR*‐*34*‐5p) were taken from TargetscanFly 7.2 (Agarwal, 2018; Agarwal et al., 2015) for mapping against all differentially expressed genes for 3d control vs. *miR*‐*34* and 20d control vs. *miR*‐*34*.

### 4.11 Pseudopupil assay

Pseudopupil assay was performed as described (Kennerdell et al., 2018). Briefly, flies were anesthetized using CO_2_ and heads were removed for imaging. Heads were placed on a slide and positioned with petroleum jelly. The light path was posterior along the axis of the ommatidia. Heads were imaged with bright field imaging using a 100x oil immersion objective on Leica DM6000B microscope. Ten flies were used for each condition, with a total of 150 ommatidia quantified for each condition.

### 4.12 Quantitative RT‐PCR

RNA was isolated from brains (15 brains/replicate, three biological replicates/condition) using standard Trizol protocol. 200–300 ng of RNA was used to generate cDNA with High Capacity cDNA Reverse Transcription Kit (Thermo Fischer Scientific). qPCR reactions were set up using SYBR Green Fast Reagent (Thermo Fischer Scientific) and analyzed using Applied Biosystems ViiA 7 Real‐Time PCR System. Mean fold change was determined using ΔΔ*C*_t_ method.

### 4.13 Cryosection immunohistochemistry

Cryosections were performed as described (Kennerdell et al., 2018) with minor alterations. Heads were blocked in OCT medium, and 12 μM sections were cut on a CM3050S cryostat (Leica, Buffalo Grove, IL). Sections were fixed in 0.5% paraformaldehyde in phosphate‐buffered saline (PBS) for 10 min. Slides were blocked for 1 h in PBSG (PBS, 0.5% Triton, 1% goat serum) followed by overnight incubation in primary antibody rat anti‐HA (Roche 3F10, 1:100). Goat anti‐rat 549 (Invitrogen A11007, 1:200) was used as a secondary. Sections were stained with Hoechst 33342 for 10 min and imaged using Leica DM6000B microscope. Thirteen heads were quantified for each condition.

### 4.14 Luciferase assay

Reporter constructs for the *Lst8* WT 3’ UTR and Mut 3’UTR were cloned into pMT‐Renilla plasmid at the BamHI/SalI sites. Seed sequence mutations were created using the Quik‐change mutagenesis system (Stratagene; La Jolla, CA). Luciferase assays were performed as described (Kennerdell et al., 2018). For each co‐transfection into S2R+ cells (6‐well plate), either pMT‐Renilla‐*Lst8* WT 3’ UTR or pMT‐Renilla‐*Lst8* Mut 3’ UTR was transfected with either pMT‐*miR*‐*34* or pMT‐GFP. A control pMT‐Firefly plasmid was transfected with each condition. Following transfection, cells were transferred to a 96‐well plate. Luciferase assays were performed using the Dual‐Glo Luciferase Assay System (Promega, Madison, WI). 3 wells were quantified for each condition on a Tecan Infinite 200 Pro Plate Reader (Tecan; Männedorf, Switzerland). S2R+ cells were maintained using standard conditions as provided from *Drosophila* Genomics Resource Center.

### 4.15 Statistics

Statistics were performed using Prism (GraphPad Software; La Jolla, CA). Data were assumed to be normally distributed. No statistical method was used to predetermine sample size; numbers used are similar to previously published studies (Goodman et al., 2019; Kennerdell et al., 2018; Liu et al., 2012).

## CONFLICTS OF INTEREST

None declared.

## AUTHOR CONTRIBUTIONS

A.R.S and N.M.B designed research. A.R.S performed experiments and analyzed data. T.T.T helped analyze RNA‐seq dataset and provided technical support on wet laboratory experiments. A.R.S and N.M.B wrote the manuscript.

## Supporting information

Supplementary Material Click here for additional data file.

## Data Availability

The datasets generated during the current study are available under accession GSE184559 in NCBI GEO and upon request.

# Supplementary material for: Loss of miR‐34 in Drosophila dysregulates protein translation and protein turnover in the aging brain
**Source:** Aging Cell. 2022 Feb 15;21(3):e13559. doi: 10.1111/acel.13559
**Supplement:** Supplementary file 1 — Supplementary Material

***Supplemental Material to:***

**Loss of *miR-34* in *Drosophila* dysregulates protein translation and protein turnover in the aging brain**

Ananth R. Srinivasan, Tracy T. Tran, Nancy M. Bonini

Department of Biology

University of Pennsylvania

Philadelphia, PA 19104

**Supplemental Figure 1. Transcriptomic profiling of the *miR-34* mutant brain with age**

**(a)** MA plot showing differential gene expression for 3d *miR-34* vs. 3d control brains. Green dots represent genes upregulated (p_adj_<0.05) and red dots represent genes downregulated (p_adj_<0.05) in the *miR-34* mutant. **(b)** Bar plot presenting significant differentially expressed genes (p_adj_<0.05). **(c)** MA plot showing differential gene expression for 50d control brains vs. 20d control brains. Green dots represent genes upregulated (p_adj_<0.05) and red dots represent genes downregulated (p_adj_<0.05) in the 50d brain. **(d)** Venn diagram showing significant overlap between genes that are significantly upregulated (left) and significantly downregulated (right) in 20d *miR-34* vs control and genes that go up in 50d vs. 20d control. (Upregulation: 5.26-fold over-enriched | Downregulation: 3.28-fold over-enriched). **(e)** Top 5 GO Terms against significantly downregulated genes in the 20d *miR-34* mutant vs 20d control brain **(f)** Heat map showing the DESeq2 normalized read counts for all cytoplasmic translation genes across 3d control, 3d *miR-34*, 20d control, and 20d *miR-34* **(g)** Schematic for the proteostasis network and volcano plots presenting significant gene changes in key proteostasis pathways between the 20d *miR-34* brain and age-matched control.

**Supplemental Figure 2. In head tissue, *miR-34* mutants have accumulation of ubiquitinated protein, Ref(2)p, and reduced autophagy**

**(a)** Western immunoblot for ubiquitinated protein in control and *miR-34* mutant heads (3d, 20d). (n=3 biological replicates, mean ± SEM, two-way ANOVA (Age: F(1,8)=23.52, p=0.0013 | Genotype: F(1,8)=17.79, p=0.0029 | Interaction: F(1,8)=5.637, p=0.0449) with Tukey’s multiple comparison test). **(b)** Western immunoblot for Ref(2)p in control and *miR-34* mutant heads (3d, 20d). (n=3 biological replicates, mean ± SEM, two-way ANOVA (Age: F(1,8)=6.850, p=0.0308 | Genotype: F(1,8)=19.27, p=0.0023 | Interaction: F(1,8)=6.850, p=0.0308) with Tukey’s multiple comparison test). **(c)** Western immunoblot for Atg8a levels in control and *miR-34* mutant heads (3d, 20d). (n=3 biological replicates, mean ± SEM, two-way ANOVA (Atg8a-i – Age: F(1,8)=8.7655, p=0.0181 | Genotype: F(1,8)=2.766, p=0.1348 | Interaction: F(1,8)=9.761, p=0.0141) (Atg8a-ii – Age: F(1,8)=5.096, p=0.0539 | Genotype: F(1,8)=3.423, p=0.1015 | Interaction: F(1,8)=3.785, p=0.0876 ) with Tukey’s multiple comparison test). **(d)** Starvation survival curve comparing 20d control and *miR-34* mutant animals and 20d scramble-sponge (control) and *miR-34*-sponge animals (sponge driven in neurons with elav-GAL4) (n=120 animals/group). **(e)** Dye feeding assays show no significant differences in feeding between 3d and 20d *miR-34* mutants and controls. (n=3 biological replicates, mean ±SEM, Student’s t-test). Significance: * p<0.05, ** p<0.01, *** p<0.001.

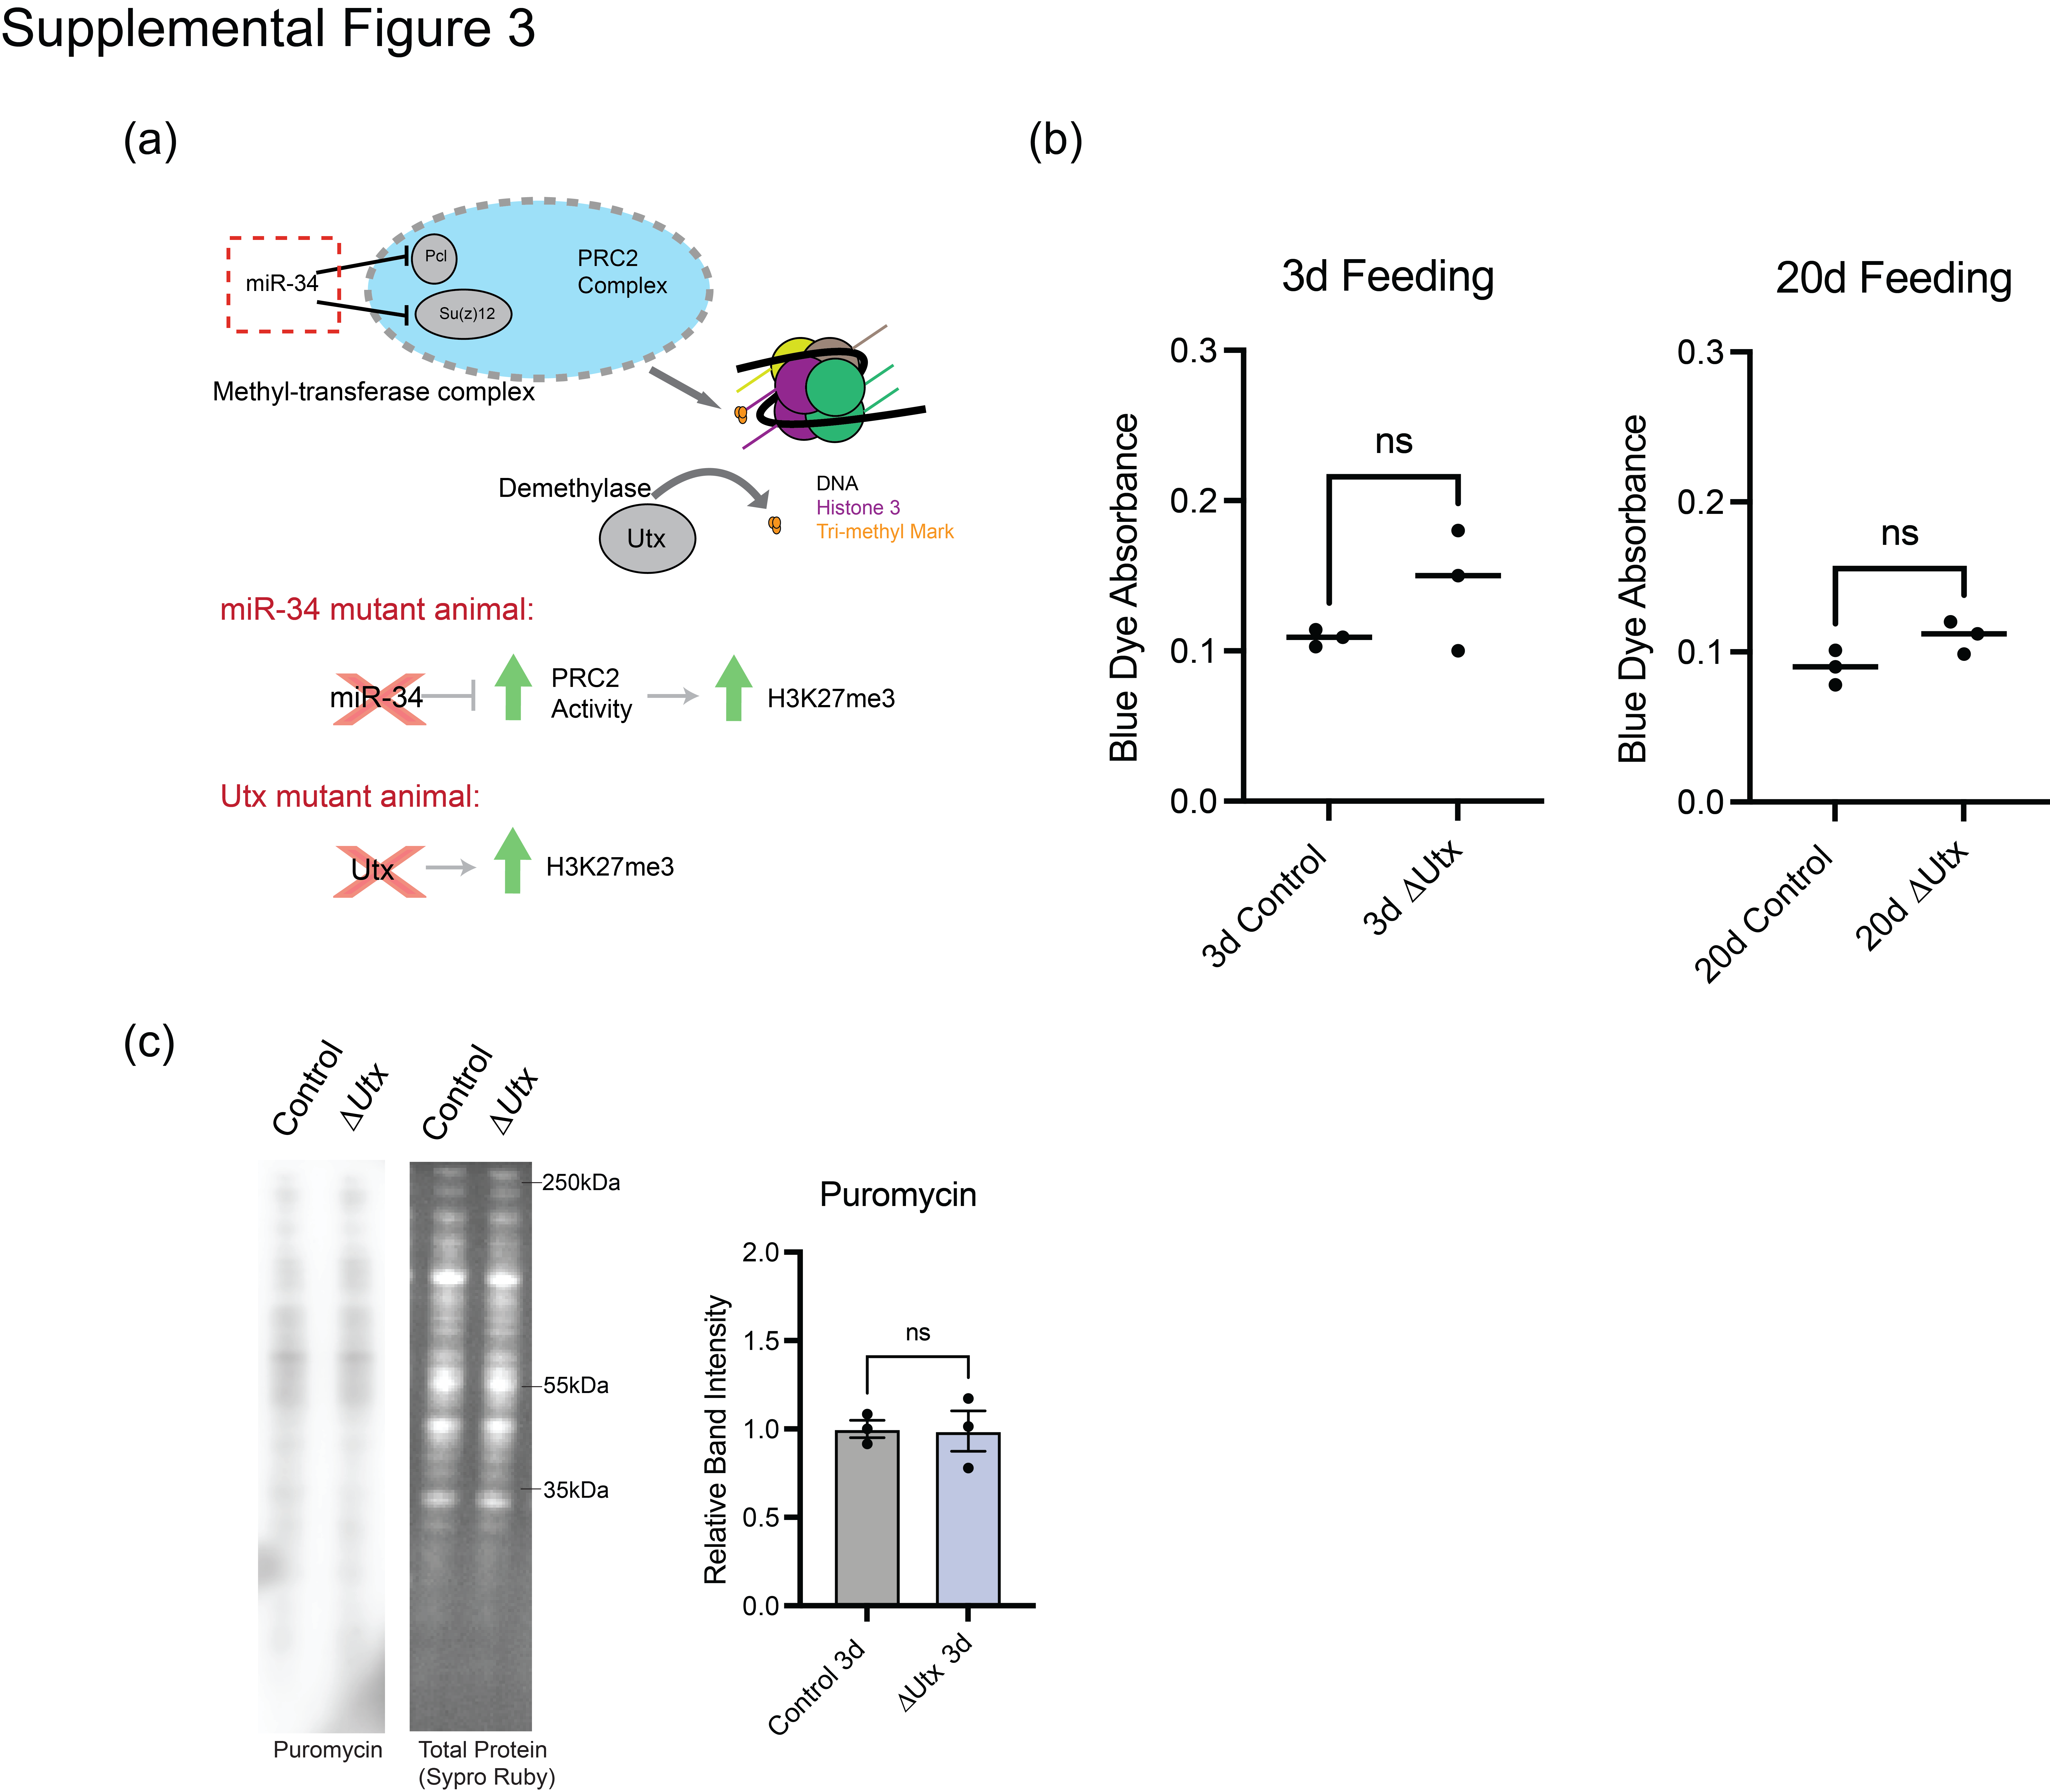

**Supplemental Figure 3. Characterizing the *Utx* mutant in the context of *miR-34* phenotypes**

**(a)** Schematic showing the relationship between *miR-34*, *Utx,* and H3K27me3. **(b)** Dye feeding assays show no significant differences in feeding between 3d and 20d *Utx* mutants and controls. (n=3 biological replicates, mean ±SEM, Student’s t-test). **(c)** Western immunoblots of puromycin-labelled proteins in 3d control and *Utx* mutant brains. *Utx* mutants have no change in puromycin-labeled protein vs. control in the 3d brain. (n=3 biological replicates, mean ±SEM, Student’s t-test).

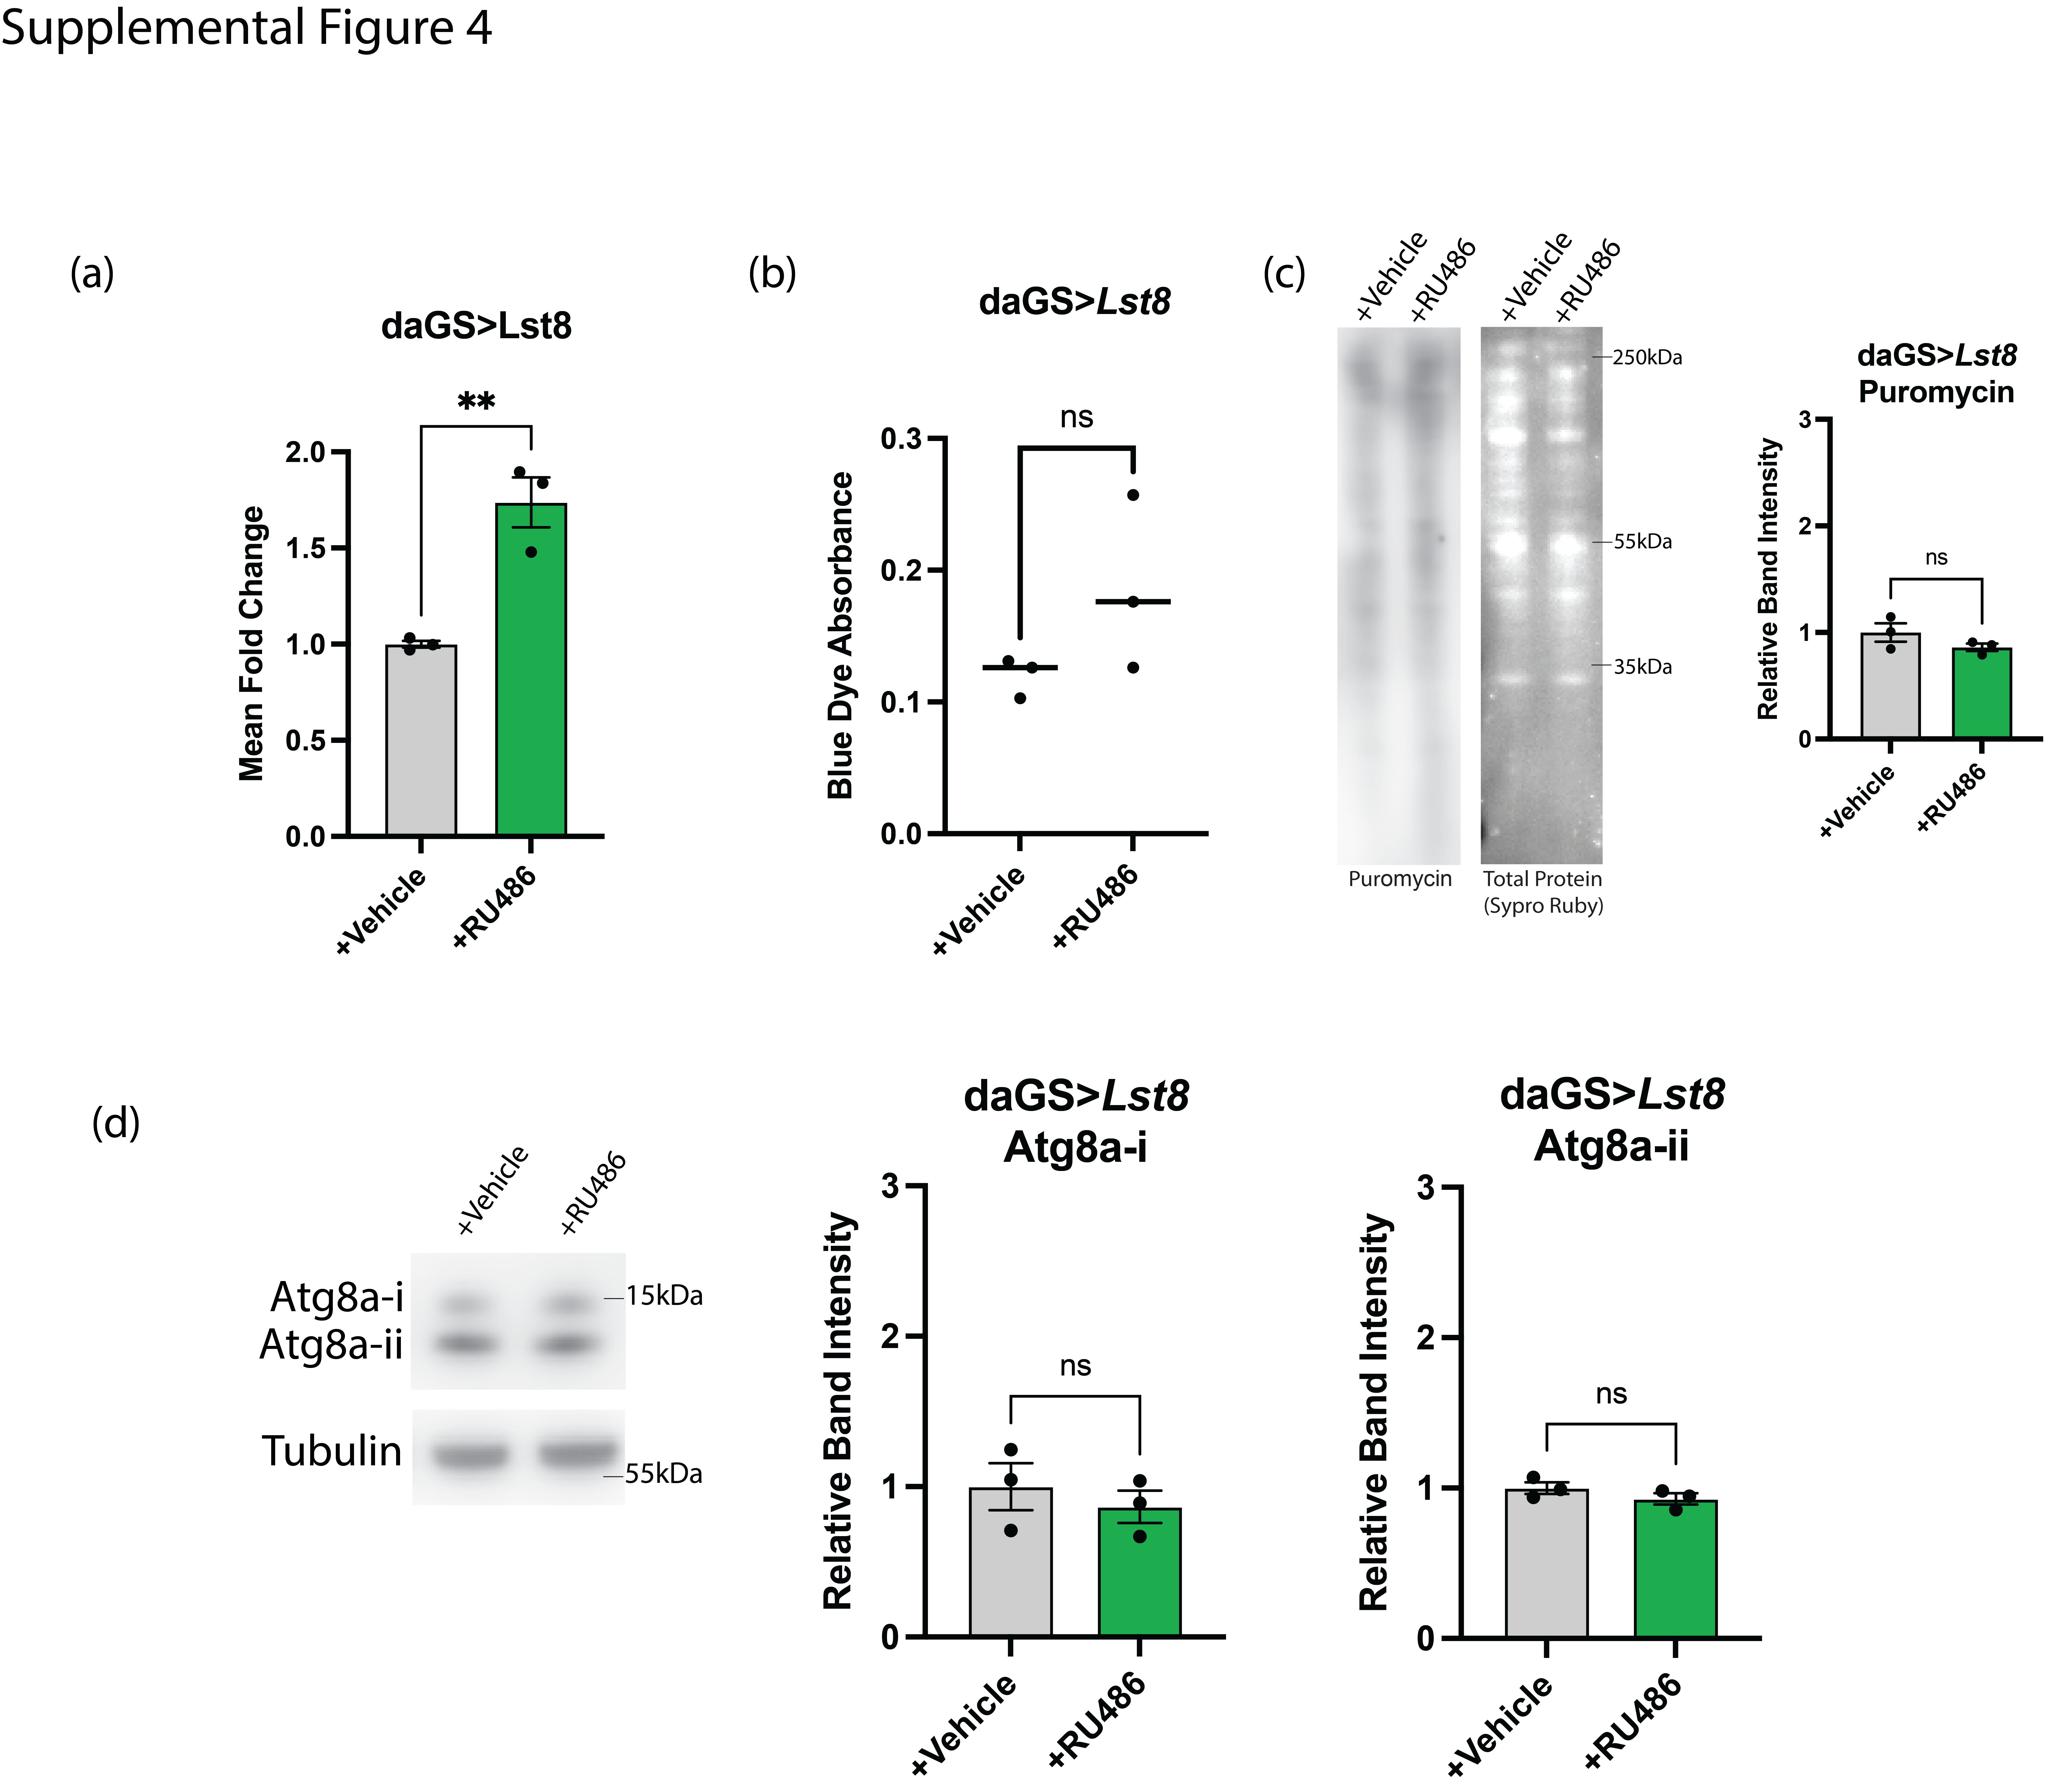

**Supplemental Figure 4. Characterizing the upregulation of *Lst8* and the measurement of phosphorylated Thor in *Drosophila***

**(a)** qPCR quantifying the level of *Lst8* upregulation in 20d daGS>Lst8 fly brains. Flies fed RU486 have significantly more *Lst8* transcript than those on vehicle (n=3 biological replicates, mean ±SEM, Student’s t-test). **(b)** Dye feeding assays show no significant differences in feeding between daGS>Lst8 20d flies on Vehicle or RU486. (n=3 biological replicates, mean ±SEM, Student’s t-test). **(c)** Western immunoblot comparing puromycin-labeled protein in 20d daGS>Lst8 flies fed Vehicle or RU486. (n=3 biological replicates, mean ±SEM, Student’s t-test). **(d)** Western immunoblot comparing Atg(8)a levels in 20d daGS>Lst8 flies fed Vehicle or RU486. (n=3 biological replicates, mean ±SEM, Student’s t-test). Significance: ** p<0.01.

**
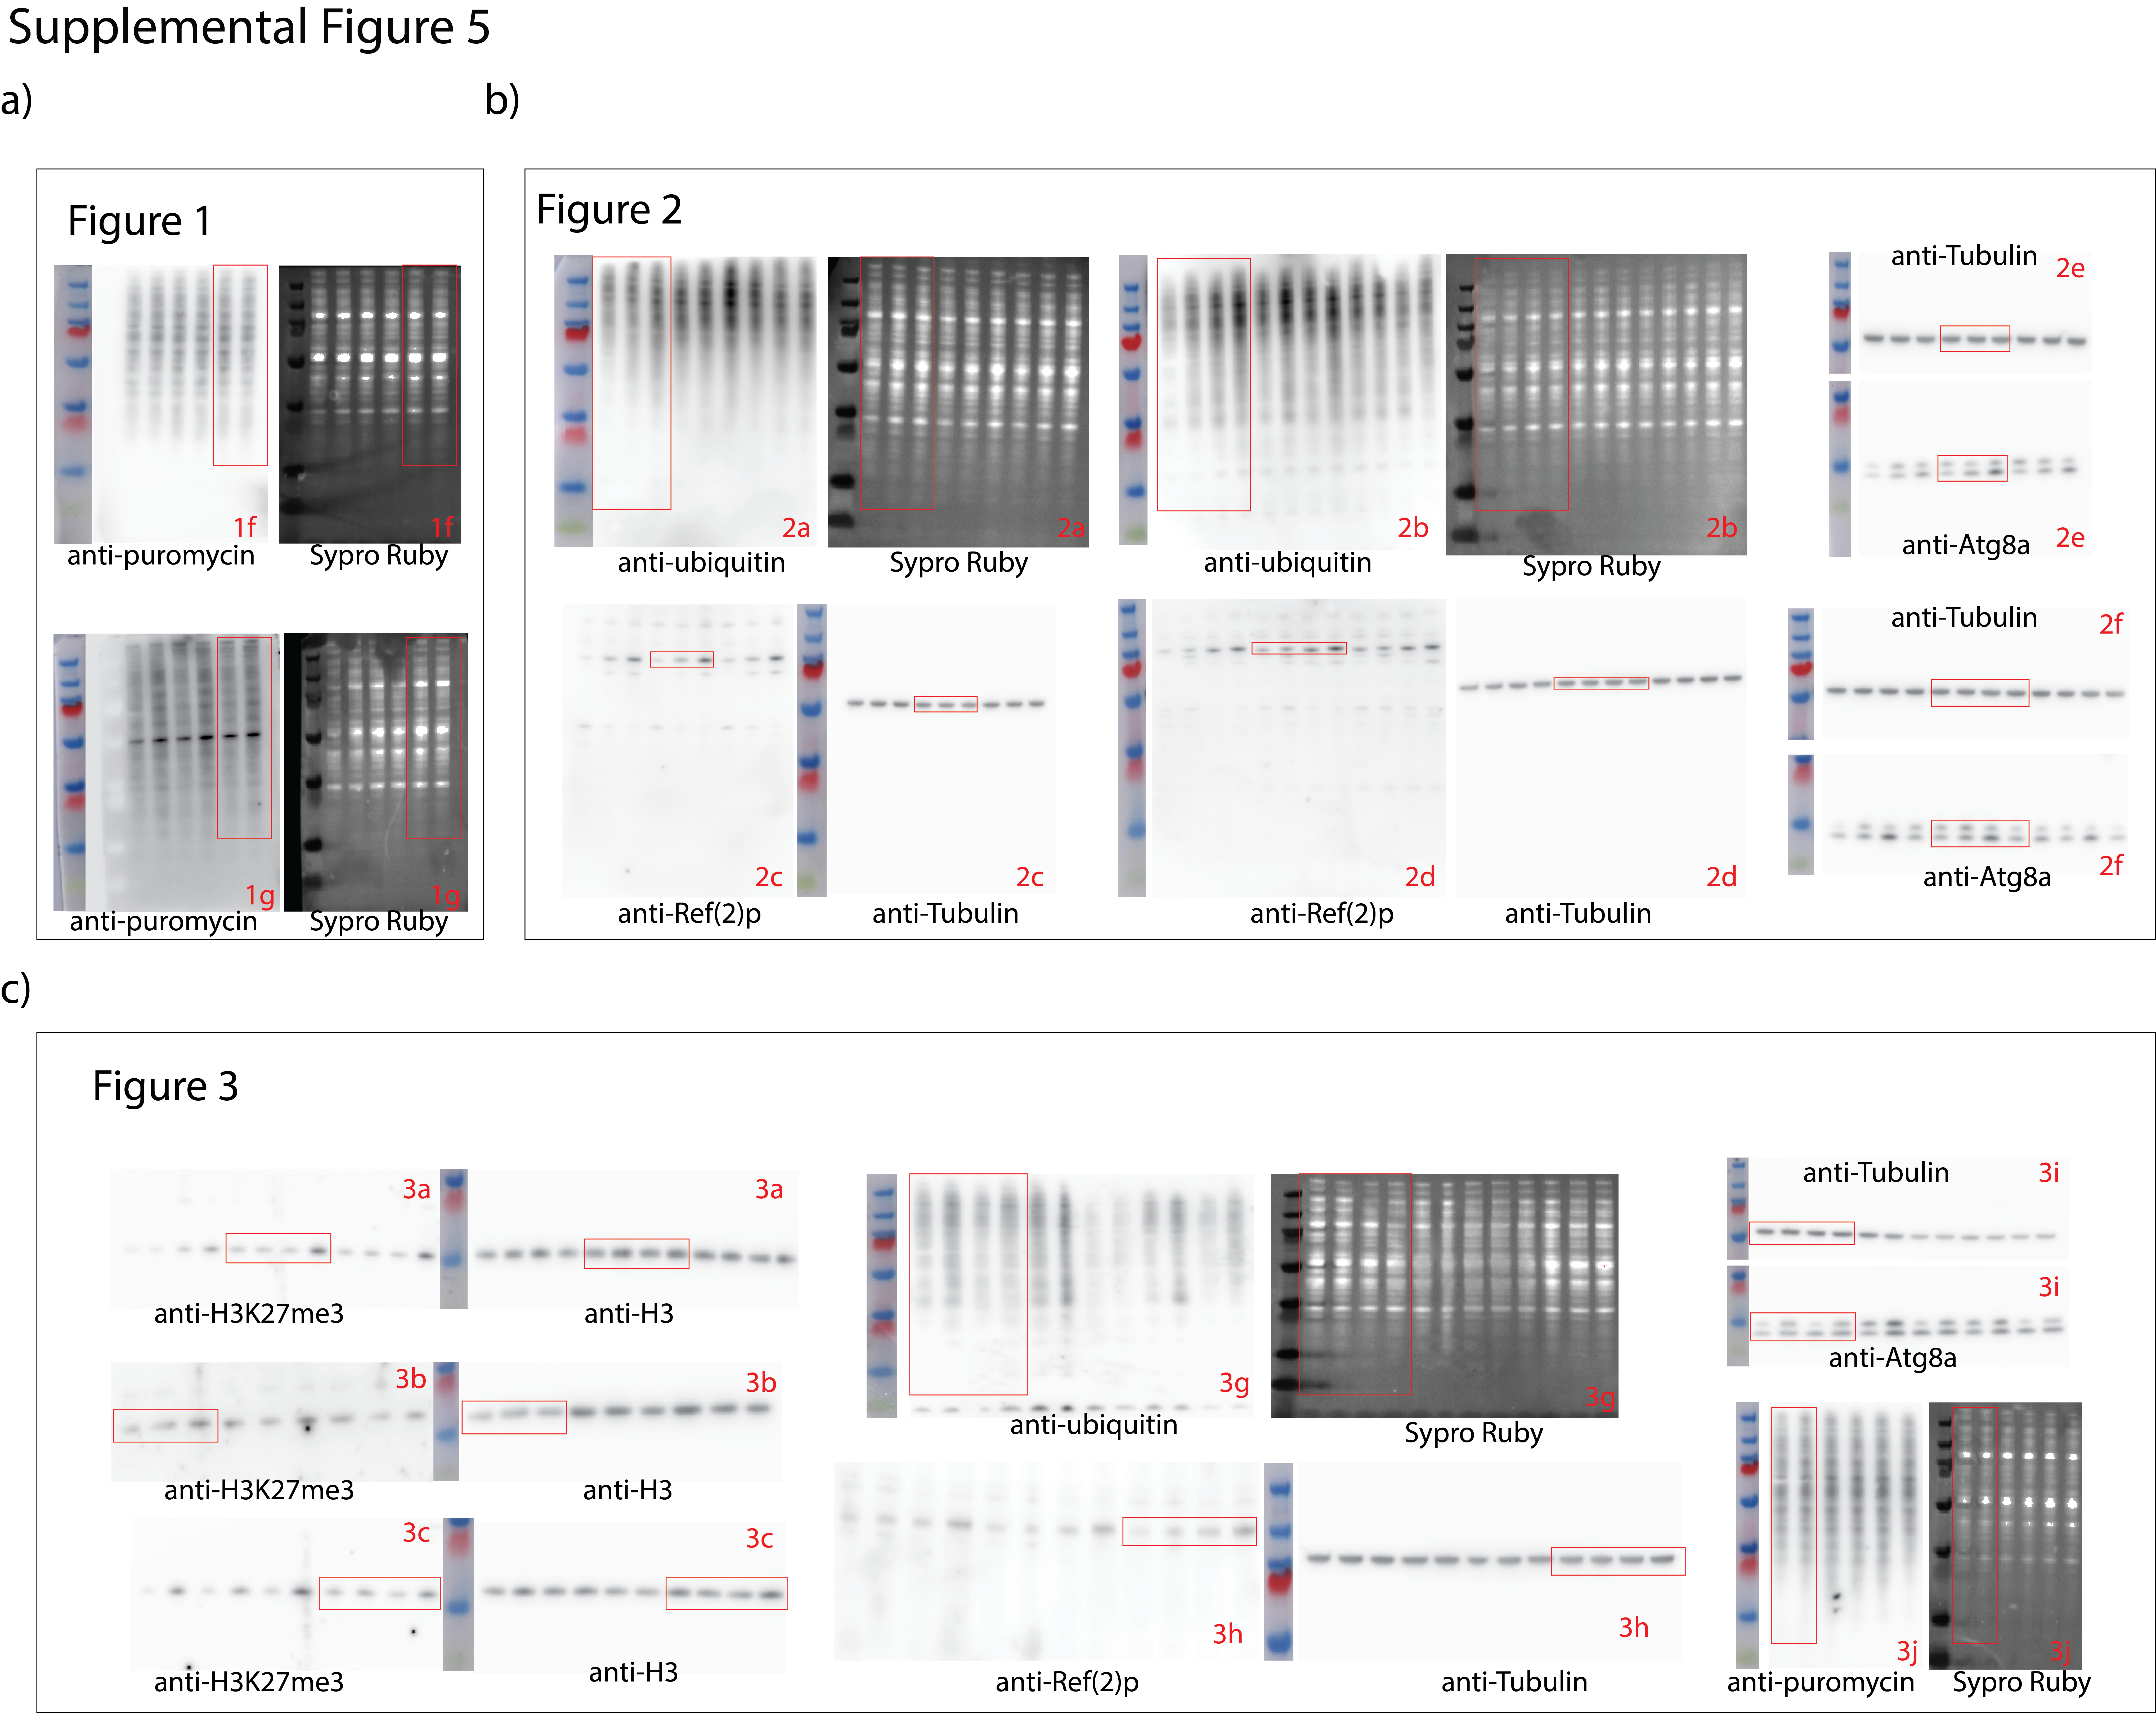
**

**
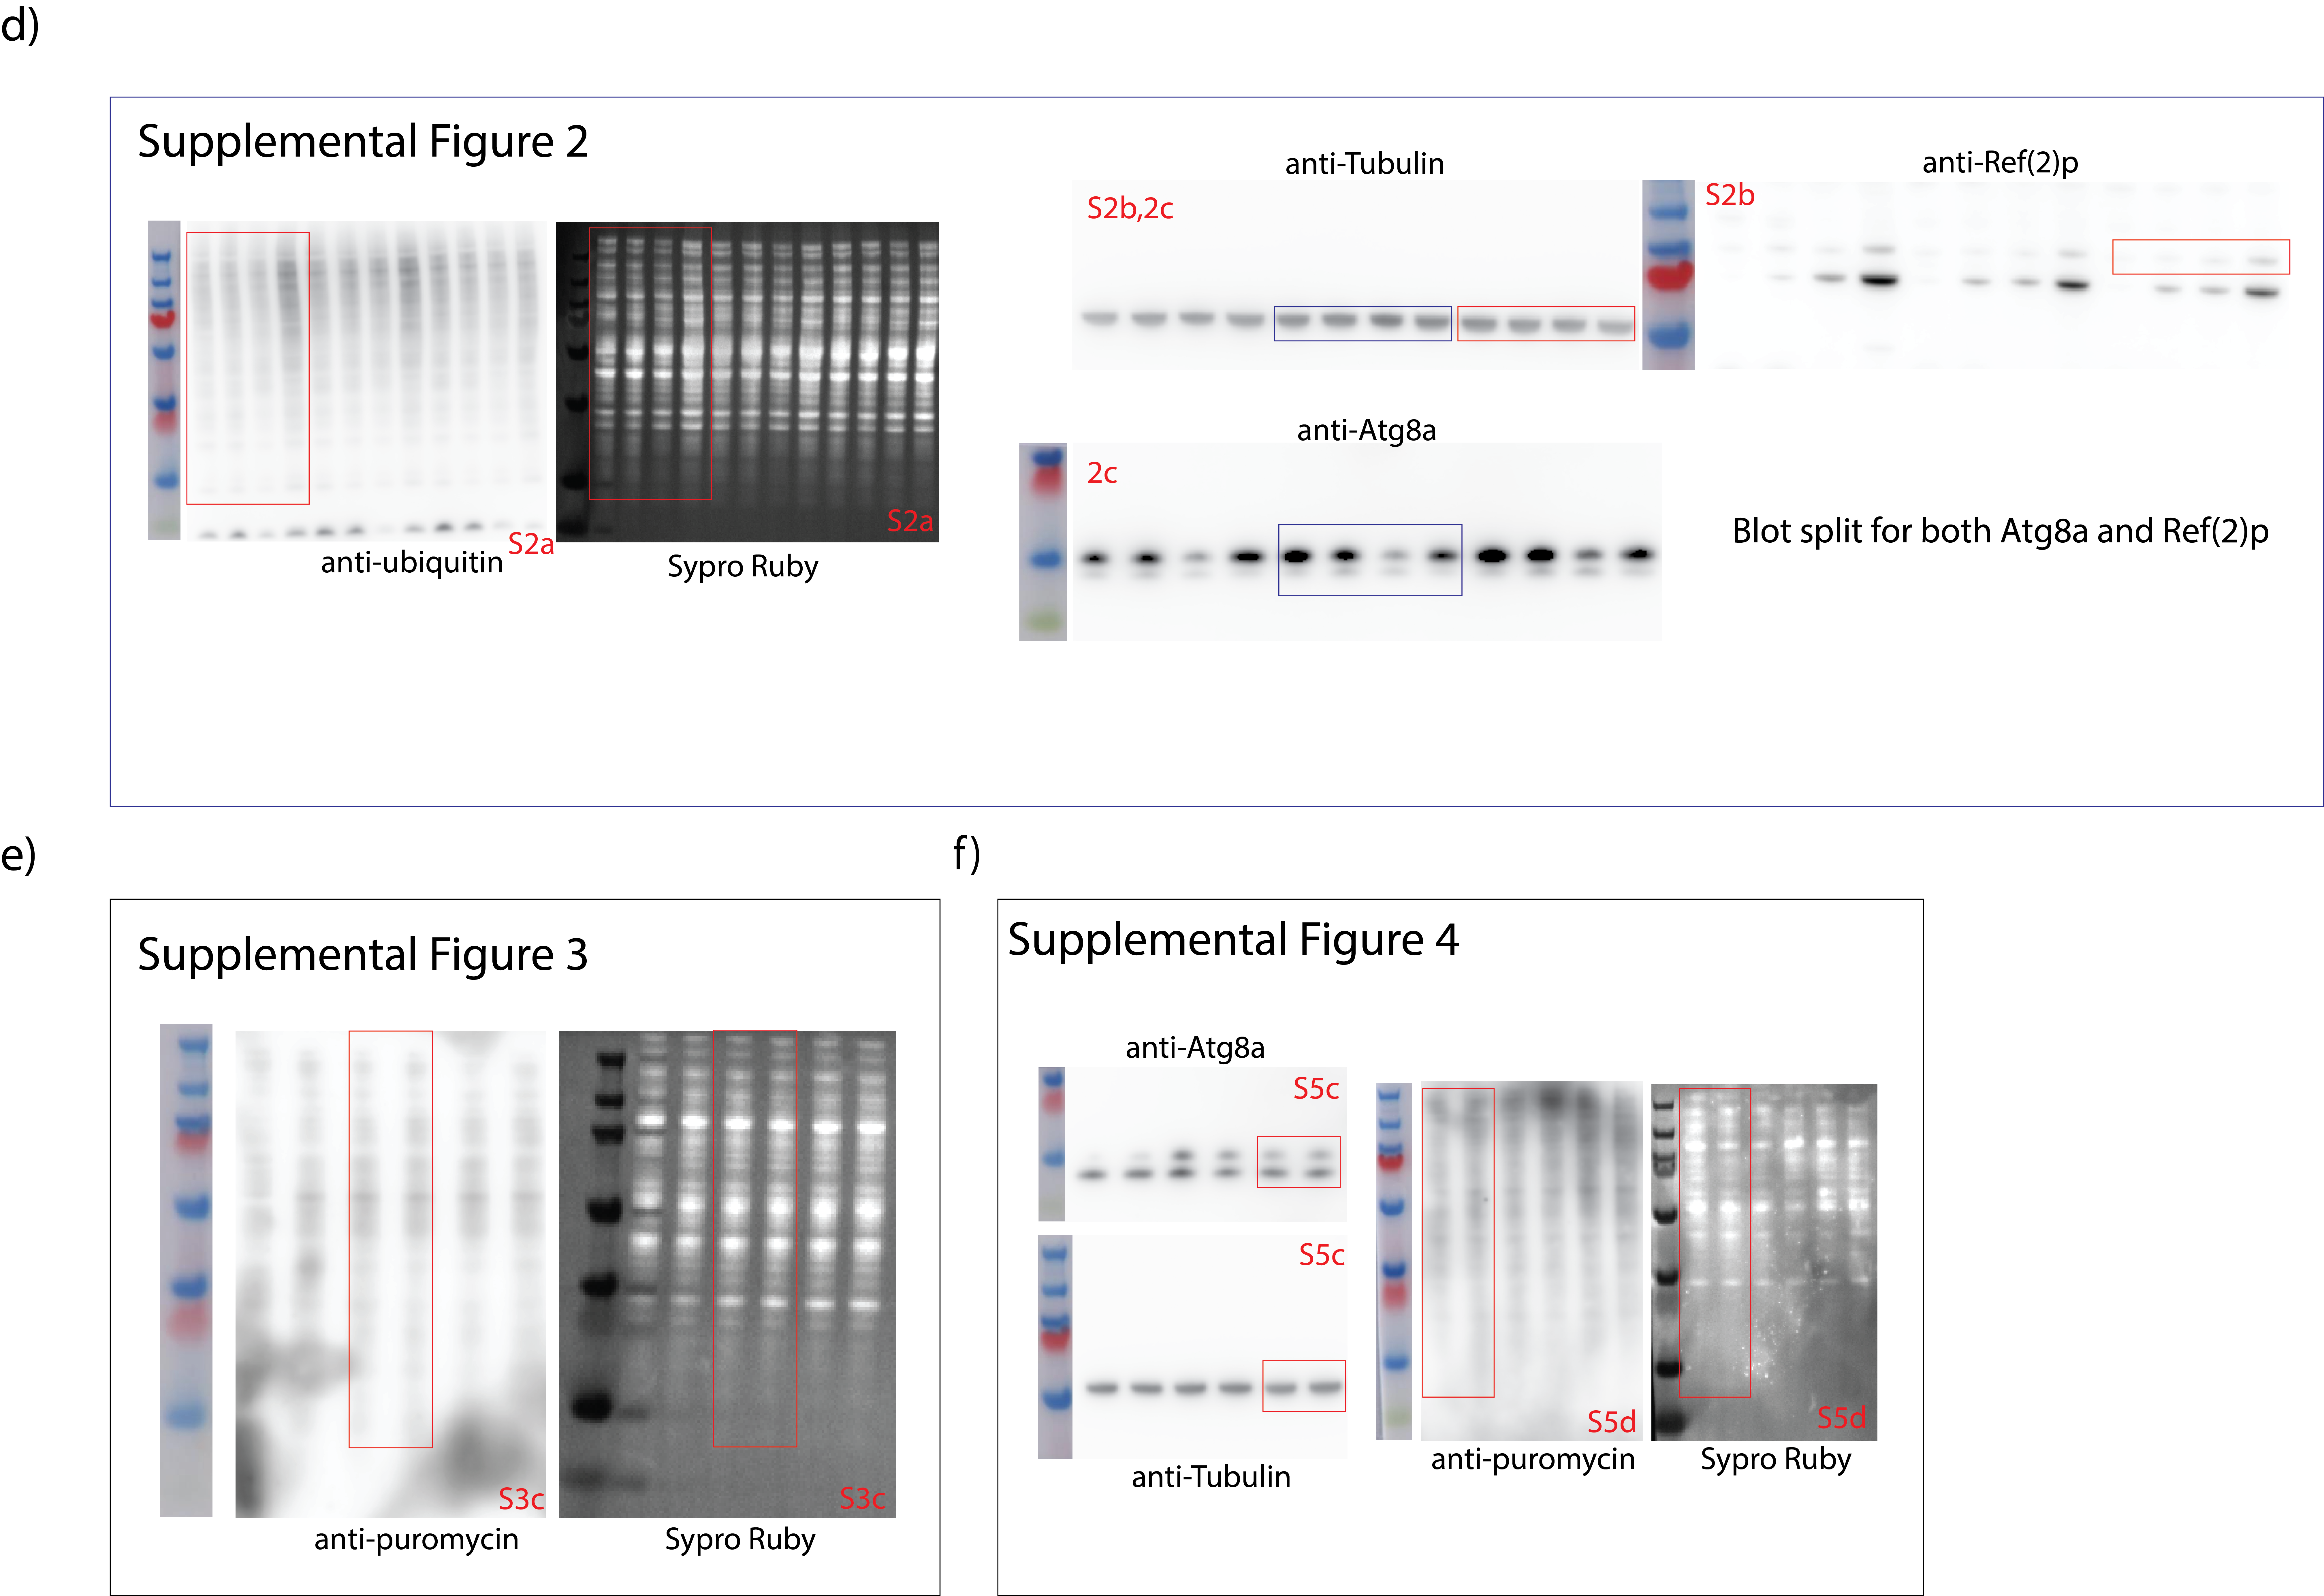
**

**Supplemental Figure 5. Uncropped lanes for all representative western immunoblots.**

**(a-f)** Each blot is labeled for its panel location. The red box around specific lanes denote the representative lanes used in each figure. The ladder is PageRuler Plus Prestained Protein Ladder.

**Supplemental Table 1: *Drosophila melanogaster* genotype information for figures**

| Figure | Genotype (name in this paper)^a^ |
| --- | --- |
| Figure 1 | Control |
| Figure 1 | *∆miR-34* |
| Figure 2 | Control |
| Figure 2 | *∆miR-34* |
| Figure 3 | Control |
| Figure 3 | *∆Utx* |
| Figure 3 | Rh1>SCA3trQ78 over + |
| Figure 3 | Rh1>SCA3trQ78 over ∆*Utx* or + |
| Figure 4 | Control |
| Figure 4 | *∆miR-34* |
| S Figure 2 | Control |
| S Figure 2 | *∆miR-34* |
| S Figure 2 | elavGAL4>Scramble-sp |
| S Figure 2 | elavGAL4>miR-34-sp |
| S Figure 3 | Control |
| S Figure 3 | *∆Utx* |
| S Figure 4 | Lst8 + Vehicle |
| S Figure 4 | Lst8 +RU486 |

^a^ Full Genotypes in Supplemental Table 2

**Supplemental Table 2: *Drosophila melanogaster* genotype information**

| Fly Line | ID | Genotype | Reference |
| --- | --- | --- | --- |
| Control | BDSC: 5905 | w1118 | Ma et al, 2018 |
| ∆*miR-34* (*miR-34* mutant) | - | w1118;;*miR-34* | Ma et al, 2018 |
| ∆*Utx* (*Utx* mutant) | - | w1118;*Utx*; | Ma et al, 2018 |
| Rh1>PolyQ | - | ;;rh1-gal4-1, P{w+mCUAS-Hsap\MJD.tr-Q78}c11.2/+ | Kennderdell et al, 2018 |
| Lst8 Upregulation | - | w*;daughterlessGS/UAS-Lst8.flag;Tm6b, Tb1 | This paper |
| UAS-Lst8* | BDSC: 53725 | w*; P{UAS-Lst8.flag}2; TM2/TM6B, Tb1 | - |
| daughterlessGS-GAL4* | - | ;da-GeneSwitch (II); | - |
| elavGAL4>Scramble-sp | - | elavGAL4;P{UAS-mCherry.mir-34.sponge.V2}attP40/+; P{UAS-mCherry.mir-34.sponge.V2}attP2/+ | This paper |
| elavGAL4>miR-34-sp | - | elavGAL4;P{y[+t7.7] w[+mC]=UAS-mCherry.scramble.sponge}attP40/+; P{y[+t7.7] w[+mC]=UAS-mCherry.scramble.sponge}attP2/+ | This paper |
| elav-gal4* | BDSC: 458 | elav-gal4;; | - |
| miR-34-sp* | BDSC: 61386 | w*; P{UAS-mCherry.mir-34.sponge.V2}attP40; P{UAS-mCherry.mir-34.sponge.V2}attP2/TM6B, Tb1 | Fulga et al, 2015 |
| Scamble-sp* | BDSC: 61501 | w[*]; P{y[+t7.7] w[+mC]=UAS-mCherry.scramble.sponge}attP40; P{y[+t7.7] w[+mC]=UAS-mCherry.scramble.sponge}attP2 | Fulga et al, 2015 |

*parent lines used for crosses

**Supplemental Table 3: Primer Sequences**

| Target gene | Assay | Forward Primer | Reverse Primer | Reference |
| --- | --- | --- | --- | --- |
| SCA3trQ78 | qPCR | CAGGACAGAGTTCACATCCATGT | GCCTTACCTAGATCACTCCCAAGT | Kennerdell et al, 2018 |
| ß-tubulin | qPCR | CATCCAAGCTGGTCAGTG | GCCATGCTCATCGGAGAT | Goodman et al, 2019 |
| Lst8 | qPCR | ATGGGGGACCAACAGCAGCT | GGTGTCCTGTCTAGCGCATT | This paper |

**Supplemental Table 4: Antibody Information**

| Antibody | Source and Catalog # | **Lot #** | **Method** | **Experiment Dilution** |
| --- | --- | --- | --- | --- |
| Primary Antibodies | | | | |
| mouse anti-Puromycin | Kerafast, 3RH11 | **210408** | **Western Immunoblot** | **1:1000** |
| mouse anti-ubiquitin | Cell Signaling Technologies, P4D1 | **17** | **Western Immunoblot** | **1:1000** |
| rabbit anti-Ref(2)p | Abcam, ab178440 | **GR3316044-1** | **Western Immunoblot** | **1:2500** |
| rabbit anti-GABARAP/Atg8a | Cell Signaling Technologies, E1J4E | **3** | **Western Immunoblot** | **1:5000** |
| rabbit anti-H3K27me3 | EMD Millipore, 07-449 | **3317006** | **Western Immunoblot** | **1:2500** |
| mouse anti-H3 | Cell Signaling Technologies, 96C10 | **10** | **Western Immunoblot** | **1:10000** |
| rat anti-HA | Roche, 3F10 | **11058700** | **Cryosection** | **1:100** |
| Secondary Antibodies | | | | |
| Goat anti-rabbit HRP | Jackson ImmunoResearch 111-035-144 | **127629** | **Western Immunoblot** | **1:5000 (1:2000 for rb anti-4E-BP1-phos)** |
| Goat anti-mouse HRP | Abcam, ab6789 | **N/A** | **Western Immunoblot** | **1:5000** |
| Goat anti-rat 594 | Invitrogen, A11007 | **1526627** | **Cryosection** | **1:200** |

**Supplemental File 1.**

DESeq2 analysis. Comparisons: 3d *miR-34* vs. 3d Control. 20d *miR-34* vs. 20d Control. 20d Control vs. 3d Control.

**Supplemental File 2.**

DESeq2 analysis. Comparisons: 20d Control vs. 3d Control. 50d Control vs. 3d Control. 50d Control vs. 20d Control.

**Supplemental File 3.**

GO Term Analysis on significantly upregulated and downregulated genes for the 3d *miR-34* vs. 3d control DEG list, 20d *miR-34* vs. 20d Control DEG lists, and for aging RNA-seq DEG lists. For each analysis (performed using Flymine v. 51 database) (Lyne et al., 2007), all GO Terms are listed.

**Supplemental File 4.**

Four proteostasis pathways were analyzed by curating gene lists from Flymine v. 51 (Lyne et al., 2007) (Translation, Chaperone, Autophagy, Proteosome).

**Supplemental File 5.**

213 predicted targets of *Drosophila miR-34* were identified using TargetscanFly database (Agarwal, 2018). All targets were mapped to DESeq2 DEG lists for 3d *miR-34* vs. 3d Control and 20d *miR-34* vs. 20d Control.

**Supplemental File 6.**

Detailed statistical test results for experiments in manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

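RNA from male fly brains was sequenced in a pair of experiments. Set 1 held 3d control, 3d miR-34 mutant, 20d control and 20d miR-34 mutant brains, and set 2 held control brains at 3d, 20d and 50d, with 3 biological replicates of 20 brains in each group and 21 libraries in all. RNA was extracted with Trizol, and stranded polyA-selected libraries were made. The authors aligned the reads to the Drosophila melanogaster genome with HISAT2 at its default parameters and counted reads per gene with HTSeq. The paper's methods name different FlyBase releases for the genome and for the annotation used in counting. The authors deposited the result as one table of whole-number counts per gene, without normalization or filtering, with a column for each library. The authors tested the counts with DESeq2 and enrichment with Flymine. Each column was matched to its library by name, and no column was left unused. The table held 17612 genes, of which 17547 had a symbol in the annotation used here and 65 did not.

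From the counts, edgeR 4.0.16 (R 4.3.3) computed TMM factors and CPM, the counts scaled to library size with these factors. Its quasi-likelihood test with robust estimation compared group means in one fit per set. Genes kept by filterByExpr (minimum count 10) were tested, 9961 in set 1 and 10525 in set 2, and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The sets were sequenced separately and were not put into one fit. In set 1, mutant and control were compared at each age, 20d with 3d in each genotype, and the age by genotype interaction was tested, and in set 2 each pair of ages was compared. Overlaps of called genes were tested with Fisher's exact test over genes tested in both sets. Gene families were taken from gene symbols, since GO annotation was not used here, and tested with a one-sided Fisher's exact test over 7 families, with Benjamini-Hochberg adjustment over 56 tests. Principal components were computed in R, and Fisher's and exact permutation tests with scipy 1.17.1 (Python 3.11.15). Gene positions came from Ensembl release 115 on build BDGP6.54 and are given only as positions in that build, since the deposited counts carry gene identifiers and no coordinates.

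Total counts per library ran from 17932132 to 23109013 in set 1 and from 30890607 to 43713430 in set 2. Both tests were tested on simulated counts drawn with the real means and library sizes, in which 200 genes were changed 2-fold. edgeR recovered 92.5% of them in each set, and 7.04% of its calls in set 1 and 4.64% in set 2 were unchanged genes. DESeq2 recovered 86.5% in set 1 and 87.0% in set 2, with 11.3% and 8.90% of its calls unchanged. The design therefore misses some 2-fold changes, and the recovery of smaller changes was not simulated. All simulated genes were given the same spread, the common value of their set, so these rates do not cover genes that vary more. A group of 3 libraries gives no exact permutation p under 0.1. A gene with at most 3 counts in every library of a group was treated as at the floor, and a fold against such a group is given as a lower bound. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

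The alternatives were DESeq2 1.42.0, the RLE size factors in edgeR, no filter on low counts, at least 10 counts in every library, only the groups compared in the fit, the replicate number as a block, and each replicate left out in turn. For overlaps and families they were also an adjusted p under 0.01, a change of at least 1.5-fold, other backgrounds, other definitions of a consistent change with age, and limma's camera (limma 3.58.1). The replicate numbers come from the sample labels, which number the replicates 1 to 3 in every group. Same-numbered libraries are different pools of brains, and the deviations of same-numbered libraries were compared across genes to see whether the numbers pair them.

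The genes listed by name were those that the paper names for RNA-seq, the mir-34 locus and genes of pathways that the paper follows with other assays. For 3 comparisons, the 3 genes with the largest rise and the 3 with the largest fall were added. These were taken among called genes with a mean log2 CPM of at least 2 and no overlap between the groups. Further genes, such as family members, neighbours of mir-34 and genes detected in one genotype only, were named because of their values. mir-34, mir-277 and mir-317 had no row in the table. The paper's lists of predicted targets and of translation and autophagy genes were not used here, so its counts of upregulated targets were not recomputed. Seed sites in 3′ UTRs were not analysed here.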

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

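The tests of swapped genotype labels, of other splits for the ribosomal protein genes, of matched lists at 3d, of the genes around mir-34 and of the position of genes detected in one genotype were chosen only after the result was seen.

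lncRNA:CR43459, the transcript that hosts mir-34, stood out as a signal that the paper does not analyse. Its log2 fold change between mutant and control was 6.79 at 3d and 5.57 at 20d, and all 6 libraries labelled mutant had higher counts than all 6 labelled control. A single mislabelled library would break this pattern, and none does. Another transcript near mir-34, lncRNA:CR45054, rose in the same way, with log2 fold changes of 8.20 and 5.77. One technical explanation is raised transcription of the whole neighbourhood of the deleted locus. Of 20 tested genes within 100 kb of mir-34, 3 were higher in the mutant at both ages (lncRNA:CR45054, Syn and CG12814, chosen after their values were seen) and 4 were lower at both ages (Fmr1, CG5359, CAH7 and Mical), which is not what a rise of the whole neighbourhood would give. Scaling with RLE factors or DESeq2 left both calls in place. How the mutant allele was built and whether sequence inserted with it drives this transcript was not tested, and no biological explanation was tested.

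Genes detected in one genotype only stood out next. At both ages, 14 genes had at most 3 counts in every library of one genotype and at least 10 in every library of the other. Of these, 5 were detected in mutants (CG13566, Desi, hoka, lncRNA:CR44300 and lncRNA:CR44301) and 9 in controls (CG12607, CG13978, CG16789, CG18577, CG43291, CR40190, Cyp4p2, Lsp1alpha and RpL37-2), and all but CG16789, CR40190 and Lsp1alpha are named here only because of these values. In the 9 control libraries of set 2, which were sequenced more deeply, 6 of the 9 genes detected in set 1 controls had at least 10 counts in every library, while the lowest counts of CG12607, Lsp1alpha and RpL37-2 were 3, 4 and 4. Of the 5 genes detected in mutants, 1, Desi, had at most 3 counts in every set 2 library, and the highest counts of CG13566, lncRNA:CR44300, hoka and lncRNA:CR44301 were 12, 10, 6 and 6. The same search for genes detected at one age only, in both genotypes, gave 1 gene, CG17560. One explanation is linked genetic background around the deleted locus on chromosome arm 3R, carried along when the mutant was made. Such genes made up 0.293% of the genes with any count within 5 Mb of mir-34 (4 of 1363, CG16789, CG18577, CG43291 and Desi) and 0.0727% elsewhere (Fisher's exact test, p = 0.0316), which is consistent with linked background for those 4 and leaves the genes elsewhere. For the genes on other arms, a strain variant against the reference or an unlinked difference in background could act in the same way and was not tested. RpL37-2 belongs to a pair of paralogs whose reads the counting could have split.

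Cytoplasmic ribosomal protein genes stood out because the genotype effect differed between the ages. By the interaction test, 81 of the 84 had a higher fold change at 20d than at 3d (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), and the direction was the same with RLE size factors and with DESeq2. One technical explanation is a shift of all short, highly expressed transcripts in the 20d mutant libraries, or in the 3d mutant libraries. Of 10000 random lists matched on mean expression and transcript length, 0 had a median as high as the ribosomal protein genes at 20d (0.36, against 0.16 in random lists) and 0 had a median as low at 3d (-0.35, against -0.03), so such a shift could account for part of the rise at 20d at most. In splits of the 6 libraries that part every same-numbered pair, 1 of 4 splits, the real one, gave as many ribosomal protein genes called higher at 20d (66), and 1 of 4 gave as many called lower at 3d (67). The other splits gave 0 such genes, and at an unadjusted p under 0.05 at most 4 at 20d and 10 at 3d, against 73 and 75 with the real labels. A share of 0.25 is the lowest that 4 splits can give, so the share itself decides nothing. The other splits mix the genotypes within a group, which widens the spread in the fit, so their low numbers decide nothing either. The change with age in set 1 controls (median log2 fold change 0.00) also differs from that in set 2 controls (0.41), which is taken up with the other observations.

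Across all genes, 1850 passed the interaction test, and 251 genes changed in opposite directions at the ages and passed it, of which 51 were cytoplasmic ribosomal protein genes. When the genotype labels were swapped inside same-numbered pairs, 2 of the 32 swaps gave at least 1850 genes, the real labels included. The other, with 3783 genes, swaps all 3 pairs of one age and so measures the sum of the genotype effects at the ages. It follows from the genotype effects at both ages and is no accidental grouping of the libraries. Without it, 1 of 31 swaps, the real one, gave as many genes, and the next highest gave 653. Each of these other swaps mixes the genotypes within a group, which widens the spread in the fit and lowers the calls. Their lower numbers are therefore no independent support for the interaction.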

How the results depend on the processing

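The tests reported in this part were not chosen after the result was seen, except the overlap with DESeq2 calls and the background of all genes with any count, the thinning of set 2 to the depth of set 1, and the alternatives for 20d against 3d in mutants. The samples and named genes (listed or picked by a stated rule), and the other designs and alternatives, were fixed before the data were examined. Under an alternative, values were counted for whole comparisons and other main results, among them those on cytoplasmic ribosomal proteins. Of these, 446 kept their direction, their side of the threshold or their size within the spread, 51 moved, 4 were weaker and 2 reversed. The weaker and reversed values were all those of cytoplasmic ribosomal proteins. For the remaining results on single genes and families, 842 kept their direction and side, 34 were weaker, 3 were stronger and 24 reversed. RLE size factors changed none of the results they were run on. Unless a value below shows it, the cause was not tested.

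With only the groups compared in the fit, 743 genes in place of 1124 were higher in set 1 controls at 20d than at 3d. At an adjusted p under 0.01, the 20d mutant and 50d control brains shared 63 genes higher and 26 lower, 25.9% of the 50d changes, and the ratio of changed genes was 5.86. With a change of at least 1.5-fold, they shared 67 and 25 genes, 26.4% of the 50d changes. With genes that consistently changed with age, the 20d mutant shared 39 higher and 15 lower genes at the stricter p and 37 and 12 with the 1.5-fold change. When a consistent change was defined by 50d against 3d and 50d against 20d, 173 higher genes were shared, and by 20d against 3d and 50d against 3d, 387 higher and 414 lower.

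With a change of at least 1.5-fold, the odds ratio of cytoplasmic ribosomal proteins was 0.620 among lower genes in the 3d mutant and 0.921 among higher genes in the 20d mutant, both below 1, and 2.04 at 20d against 3d in set 2, no longer past the threshold (adjusted p = 0.573, one-sided Fisher's exact test with Benjamini-Hochberg adjustment over the 56 tests, and 2.7e-39 to 0.625 over the alternatives of this result). In this setting the odds ratio of respiratory chain subunits was 0.294 at 3d and 0.484 at 20d among higher genes and 0 among lower genes at 50d against 20d, that of translation factors was 0.323 at 20d, that of proteasome subunits was 0 among higher genes at 20d and 0 among higher genes at 20d against 3d in set 2, and that of autophagy genes was 0 among higher genes at 3d. Without the 1.5-fold change, 25 of 35 proteasome subunits were higher at 20d than at 3d in set 2 against 6.75 expected (odds ratio 10.6, median log2 fold change 0.24, adjusted p = 1.8e-10 by the same Fisher's exact test with Benjamini-Hochberg adjustment, and 1.3e-12 to 1 over the alternatives). Of 65 respiratory chain subunits, 26 were lower at 50d than at 20d against 2.74 expected (odds ratio 16.1, median log2 fold change -0.24, adjusted p = 1.7e-18 by this Fisher's exact test with Benjamini-Hochberg adjustment, and 1.4e-28 to 1 over the alternatives). Of 72 mitochondrial ribosomal proteins, 48 were lower at 20d than at 3d in set 2 (odds ratio 8.20). With the 1.5-fold change this odds ratio was 1.04, no longer past the threshold. Of 65 respiratory chain subunits, 58 were lower at 20d than at 3d in set 2 (odds ratio 34.2). The median log2 fold change of the cytoplasmic ribosomal protein genes, 0.36 in the 20d mutant, lies below a 1.5-fold change, so few genes of this family can pass. With limma's camera, the adjusted p of cytoplasmic ribosomal proteins was 0.625 in the 3d mutant, in the 20d mutant and at 20d against 3d in set 2, and the results above on proteasome subunits at 20d against 3d and respiratory chain subunits at 50d against 20d were not past the threshold either (0.402 and 0.625). By camera, the falls of mitochondrial ribosomal proteins (0.402) and respiratory chain subunits (0.625) at 20d against 3d in set 2 did not pass either. DESeq2 moved the odds ratio of proteasome subunits among higher genes at 20d from 1.07 to 0.753 and that of autophagy genes from 0.884 to 1.06, and it moved that of chaperones among higher genes at 3d from 0.169 to 1.95.

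The replicate block moved the odds ratio of proteasome subunits to 0.642. With the replicate block, 1689 genes were higher and 1558 lower in the 3d mutant, where the mean correlation of same-numbered libraries was -0.0520. With the replicate block, 1142 genes were higher and 1367 lower at 20d against 3d in set 1 controls (correlation 0.0445), 2202 and 2259 in set 2 (-0.0494), and 2825 and 2732 at 50d against 3d (-0.0892). The interaction gave 863 higher and 1030 lower genes with the replicate block. Between 20d and 3d mutants, with a correlation of 0.126, 2323 genes were higher and 2346 lower with the block. No count of genes called in these comparisons, at 20d between the genotypes or between 50d and 20d differed by more than 1.5 times under the block.

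Leaving out one replicate at a time gave these ranges. Across these fits, the genes higher at 20d than at 3d in set 1 controls ranged from 651 to 1204 and those lower from 883 to 1319, and the genes with a higher interaction from 546 to 969. Between 50d and 20d, 317 to 433 genes were higher and 238 to 328 lower. The 20d mutant and 50d brains shared 121 to 218 higher and 61 to 105 lower genes, a share of 23.7% to 37.5%, and the ratio of changed genes ranged from 2.45 to 5.64. With genes that consistently changed with age, 75 to 136 higher and 32 to 64 lower genes were shared. The odds ratio at 20d among higher genes ranged from 0.842 to 2.05 for proteasome subunits and from 0 to 1.12 for autophagy genes, and at 3d from 0.332 to 1.09 for autophagy genes. Among genes lower at 50d than at 20d, respiratory chain subunits were no longer past the threshold without set 2 50d control replicate 3 (odds ratio 2.11, adjusted p = 0.844 by Fisher's exact test with Benjamini-Hochberg adjustment, and 2.9e-14 to 0.844 over the 6 fits). At 3d, the log2 fold change of Achl ranged from -0.370 to 0.0137, that of Tor from -0.0492 to 0.112 and that of ref(2)P from -0.0815 to 0.0025, none of them called in the fit of all libraries. Named genes that were called with all libraries and lost their call in at least 1 of these fits were Pcl, S6k, Drp1, Oga and CG8963 at 3d, Achl, raptor and Utx at 20d, and CG8665 at 50d.

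Thor at 20d, with an adjusted p of 0.0502 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, passed the threshold with DESeq2 (0.00719) and with the replicate block (0.0477), and over its alternatives the adjusted p ran from 0.00719 to 0.156. With one 20d library left out at a time, Thor passed the threshold only without 20d control replicate 2 (0.0313 by the same edgeR test) and not in the other 5 of the 6 fits. With set 2 thinned at random to 58.1% of its counts, a median of 929 genes was called between 50d and 20d in place of 1023, and the ratio of changed genes was 3.44 in place of 3.12, so depth limits this count only a little. The alternative on genes with a seed site for miR-34 was not run.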

Differences from the paper's values

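No test in this part was chosen after the result was seen, apart from one alternative named as such and the observed numbers over the expected ones, which were set beside the paper's values later. The paper's text does not name how over-enrichment was computed, and an odds ratio and an observed number over the expected number differ, so both were set beside it. A value was counted as differing when it was more than 1.5 times the paper's value or the paper's value was more than 1.5 times it. For genes upregulated in both 20d mutant and 50d control brains, the paper's over-enrichment is 5.25-fold in Figure 1d, and the odds ratio here was 2.92. For the odds ratio, of the alternatives set before the data were examined, the background of all genes with any count (4.84), an adjusted p under 0.01 (3.65), a change of at least 1.5-fold (6.62) and no filter on low counts (4.30) came within 1.5 times the paper's value, and so did the fits without set 1 20d mutant replicate 1 (3.53), set 2 20d replicate 3 (3.62), set 2 50d replicate 1 (3.53) and set 2 50d replicate 3 (3.81). DESeq2 (3.27), the replicate block (2.84) and the other fits without one replicate did not. DESeq2 calls with the background of all genes with any count, chosen after seeing the values, gave 4.94. The paper used DESeq2 and, for gene ontology, a background of all 15114 expressed genes, the number with any count in set 1. Its background for the overlaps is not given. If its values are odds ratios, the background could account for much of the odds ratio differences here and below. The observed number was 2.10 times the expected number, and of the alternatives only a change of at least 1.5-fold (4.58) came within 1.5 times the paper's value, while the background of all genes with any count (3.25), no filter on low counts (3.00), an adjusted p under 0.01 (2.76), DESeq2 (2.29), the replicate block (2.03), the fits without one replicate and the alternative chosen after seeing the values (3.25) did not.

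For downregulated genes, the paper's over-enrichment is 3.37-fold, and the odds ratio here was 1.92. The background of all genes with any count (3.31), an adjusted p under 0.01 (2.49) and no filter on low counts (2.95) came within 1.5 times the paper's value, as did the fits without set 1 20d control replicate 1 (2.29), set 2 20d replicate 1 (2.48) and set 2 50d replicate 3 (2.84). DESeq2 (2.05), a change of at least 1.5-fold (7.34), the replicate block (1.88) and the other fits without one replicate did not. The alternative chosen after seeing the values gave 3.21. The observed number was 1.63 times the expected number, and the background of all genes with any count (2.61), no filter on low counts (2.41) and the alternative chosen after seeing the values (2.53) came within 1.5 times the paper's value, while an adjusted p under 0.01 (2.15), a change of at least 1.5-fold (5.36), DESeq2 (1.73), the replicate block (1.60) and the fits without one replicate did not.

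The text cites Supplemental Figure 1d for genes that consistently changed with age, while the legend of that figure names genes changed at 50d against 20d, for which the odds ratios here were 2.92 and 1.92. For genes that consistently changed with age, the paper's over-enrichment is 5.26-fold for upregulated genes, and the odds ratio here was 2.93. The background of all genes with any count (4.90), an adjusted p under 0.01 (3.51), a change of at least 1.5-fold (6.79) and no filter on low counts (4.59) came within 1.5 times the paper's value, as did the fits without set 1 20d mutant replicate 1 (3.91), set 2 20d replicate 2 (3.57), set 2 20d replicate 3 (3.62) and set 2 50d replicate 3 (3.74). DESeq2 (3.33), the replicate block (3.05), both other definitions of a consistent change (2.81 and 1.62) and the other fits without one replicate did not. The alternative chosen after seeing the values gave 5.02. The observed number was 2.15 times the expected number, and of the alternatives only a change of at least 1.5-fold (4.82) came within 1.5 times the paper's value, while the background of all genes with any count (3.37), no filter on low counts (3.21), an adjusted p under 0.01 (2.72), DESeq2 (2.38), the replicate block (2.18), both other definitions (2.07 and 1.37), the fits without one replicate and the alternative chosen after seeing the values (3.40) did not.

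For downregulated genes that consistently changed with age, the paper's value is 3.28-fold, and the odds ratio here was 1.65. The background of all genes with any count (2.89) and no filter on low counts (2.58) came within 1.5 times the paper's value, as did the fit without set 2 50d replicate 3 (2.48). DESeq2 (2.03), an adjusted p under 0.01 (2.12), a change of at least 1.5-fold (8.62), the replicate block (1.78), both other definitions (1.82 and 1.73) and the other fits without one replicate did not. The alternative chosen after seeing the values gave 3.16. The observed number was 1.48 times the expected number, and the background of all genes with any count (2.39), no filter on low counts (2.20) and the alternative chosen after seeing the values (2.55) came within 1.5 times the paper's value, while an adjusted p under 0.01 (1.90), a change of at least 1.5-fold (6.09), DESeq2 (1.74), the replicate block (1.55), both other definitions (1.58 and 1.42) and the fits without one replicate did not.

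The paper describes the term for cytoplasmic translation as specific to the aged mutant brain, against the 3d mutant and 50d brains. Here, cytoplasmic ribosomal protein genes were likewise not enriched among genes higher in the 3d mutant (0 of 84) or at 50d against 20d (1 of 85). The difference lies in changes from 3d in set 2 controls. There the family was enriched among genes higher at 20d (68 of 85, odds ratio 17.3). At 50d against 3d, 63 of 85 were higher (median log2 fold change 0.38), and the enrichment was not tested. The set 2 result at 20d did not pass by limma's camera (adjusted p = 0.625). In set 1 controls, 3 of 84 were higher at 20d than at 3d (median log2 fold change 0.00). The paper's Figure 4c lists Thor among its calls at 20d, and here its adjusted p was 0.0502 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Thor was called at 20d with DESeq2 (adjusted p = 0.00719), with the replicate block (adjusted p = 0.0477), without 20d control replicate 2 (adjusted p = 0.0313 from edgeR), and when adjusted over the genes of Figure 4c alone. The genes of Figure 4c were chosen by calls in these libraries, so adjusting over them alone is no independent support. Thor was not called with RLE size factors or in the other 5 of the 6 fits without one 20d library. In those fits its adjusted p by edgeR with Benjamini-Hochberg adjustment reached 0.156. The paper's ratio of changed genes between the 20d mutant and the 50d brain was compared in the same way and did not differ by these rules.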

Other observations

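The tests of depth, both tests of photoreceptor genes and the splits of 20d and 3d mutants were chosen only after the result was seen. The share of the change with age shown by set 1, the position of called genes and the other splits were not.

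The differences between 3d mutant and 3d control brains ran against the change from 3d to 20d in set 2 controls. Of the genes higher in the 3d mutant, 842 were lower at 20d than at 3d in set 2, against 337 expected (odds ratio 6.31), and 92 were higher. Of the genes lower in the 3d mutant, 627 were higher at 20d in set 2 (odds ratio 3.88), and 97 were lower. The correlation across genes was -0.336, where genes are not independent replicates, against -0.0168 for the 20d mutant. A candidate explanation is 3d control libraries of set 1 that already resemble older brains. Over 4028 genes called in set 2, set 1 controls showed a median share of 0.495 of the set 2 change from 3d to 20d and set 1 mutants a share of 0.985. The gap between these shares restates the opposed difference at 3d, so only the level of the controls' share, under 1, bears on this explanation, and a smaller change with age in set 1 as a whole with a larger one in mutants would give it too. The difference between 3d mutant and 3d control was -0.430 of the set 2 change, and that between 20d mutant and 20d control 0.0699. The explanation does not cover every family. Respiratory chain subunits fell from 3d to 20d by a median of -0.57 in set 1 controls, as in set 2 controls (-0.57) and set 1 mutants (-0.59), while cytoplasmic ribosomal proteins had medians of 0.00, 0.41 and 0.70. The direction of a family's change was the same with RLE size factors. A delayed change with age in the mutant, a difference in the exact age of the 3d controls, or an effect of genotype on these genes at 3d cannot be told apart with these libraries.

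Acp1 and CG7214, the genes with the largest rises in the 3d mutant beside lncRNA:CR45054, had 496, 607 and 235 and 1074, 956 and 709 counts in the 3d mutant libraries. In set 1 3d controls they had 0, 0 and 7 and 5, 2 and 10 counts, and in set 2 3d controls 3, 93 and 74 and 64, 631 and 658 counts. In 20d libraries of set 1, Acp1 had at most 1 count. For CG7214 every 3d control library of set 2 had more counts than every one of set 1, while for Acp1 the sets overlapped, and the 3d controls of set 2 differed widely among themselves.

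Set 2 gave 4127 genes between 20d and 3d controls and set 1 gave 2451. Greater depth of set 2 is one explanation. After set 2 was thinned to 58.1% of its counts, a median of 3851 genes (3834 to 3863 over 5 draws) was called, which is still over 1.5 times the number in set 1, so depth does not account for it. Between the sets, 1493 genes were called in the same direction and 18 in opposite directions, with a correlation of 0.567 across genes.

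Another explanation for the genes called in the 20d mutant is linked genetic background around the deleted locus on chromosome arm 3R. Within 5 Mb of mir-34, 34.5% of tested genes were called, against 31.8% elsewhere (Fisher's exact test, p = 0.101), so the calls are not concentrated there.

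Photoreceptor genes varied together between replicates, and differing amounts of retina in the dissected brains is a candidate explanation. The median correlation of replicate deviations among 19 photoreceptor marker genes was 0.973, against a median of 0.0435 in 1000 matched random lists, whose central 95% ended at 0.254. Genes under common regulation would also vary together, and no test here parts these explanations. Their median log2 fold change between 20d mutant and control brains was 0.06, at percentile 74.7 of 10000 matched random lists, so differing amounts of retina do not show as a difference between the genotypes at 20d.

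For each comparison of a pair of groups, only splits of the 6 libraries that part every same-numbered pair were compared with the real one. In the 3d mutant against control, the 20d mutant against control, 20d against 3d in set 1 controls and in mutants, and 20d against 3d, 50d against 20d and 50d against 3d in set 2, 1 of 4 such splits, the real one, gave as many genes with an adjusted p under 0.05. No other split of the 6 libraries in any of these comparisons gave more than 1 gene. A share of 0.25 is the lowest that 4 splits allow, so the share itself decides nothing. The other splits mix the real groups, which widens the spread in the fit, so their low numbers decide nothing either.

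For genes of pathways that the paper follows with other assays, transcript changes in the mutant are given here (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change at 20d was -0.17 for Tor, which was not called, -0.27 for raptor (adjusted p = 0.0119), 0.05 for E(z), -0.79 for esc (adjusted p = 9.7e-05), 0.30 for Utx (adjusted p = 0.00943), -0.30 for ref(2)P (adjusted p = 0.00162) and 0.06 for Atg8a. At 3d it was 0.31 for Utx (adjusted p = 0.00909) and 0.23 for esc (adjusted p = 0.114), and the exons of raptor, E(z) and ref(2)P overlap those of another gene. With one 20d library left out at a time, the highest adjusted p at 20d was 0.0627 for raptor and 0.0510 for Utx by the same edgeR test.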
